# Differential Gene Expression Profiling and Biological Process Analysis in Proximal Nerve Segments after Sciatic Nerve Transection

**DOI:** 10.1371/journal.pone.0057000

**Published:** 2013-02-21

**Authors:** Shiying Li, Qianqian Liu, Yongjun Wang, Yun Gu, Dong Liu, Chunming Wang, Guohui Ding, Jianping Chen, Jie Liu, Xiaosong Gu

## Abstract

After traumatic injury, peripheral nerves can spontaneously regenerate through highly sophisticated and dynamic processes that are regulated by multiple cellular elements and molecular factors. Despite evidence of morphological changes and of expression changes of a few regulatory genes, global knowledge of gene expression changes and related biological processes during peripheral nerve injury and regeneration is still lacking. Here we aimed to profile global mRNA expression changes in proximal nerve segments of adult rats after sciatic nerve transection. According to DNA microarray analysis, the huge number of genes was differentially expressed at different time points (0.5 h–14 d) post nerve transection, exhibiting multiple distinct temporal expression patterns. The expression changes of several genes were further validated by quantitative real-time RT-PCR analysis. The gene ontology enrichment analysis was performed to decipher the biological processes involving the differentially expressed genes. Collectively, our results highlighted the dynamic change of the important biological processes and the time-dependent expression of key regulatory genes after peripheral nerve injury. Interestingly, we, for the first time, reported the presence of olfactory receptors in sciatic nerves. Hopefully, this study may provide a useful platform for deeply studying peripheral nerve injury and regeneration from a molecular-level perspective.

## Introduction

Peripheral nerve injuries are quite common in clinical practice. Fortunately, the injured peripheral nerves have an ability to regenerate by their own. Clinicians caring for patients with peripheral nerve injury must possess a clear understanding of the response of peripheral nervous system (PNS) to trauma. During peripheral nerve regeneration, successful neuronal survival and target reinnervation depend on the intrinsic regenerative capacity of peripheral axons and the existence of a growth-permissive microenvironment [1]–[5]. Following axonal transection, a series of pathologic events occurs in the neuronal cell body and axons, both of which are interdependent in recovery [6]. Previous study reported that transection of the peripheral axons resulted in profound alterations in their metabolism, regenerative capacity, survival, excitability, transmitter function and sensitivity to diverse extrinsic and intrinsic signals [7], [8]. In addition,the injured peripheral nerves displayed stereotypic histopathological responses, indicating activation of a coordinated gene expression program [9].

The process of peripheral nerve injury and regeneration has been studied mostly from the morphological viewpoint [3]–[6]. Perhaps it is more important, however, to understand the molecular basis of the morphological change and local microenvironment regulation by analyzing the gene expression changes during peripheral nerve injury and regeneration. This is because screening and development of new treatment strategies are usually achieved through targeting the regulation of key genes. Therefore, many studies have identified that a number of genes are up-regulated or down-regulated after peripheral nerve injury [9], [10]. Global knowledge of gene expression changes and the related biological processes during peripheral nerve injury and regeneration, however, is still lacking. To further improve therapeutic and preventative approaches to peripheral nerve injury, we need to have an in-depth insight into the molecular mechanisms regulating peripheral nerve regeneration from much broader perspectives.

Microarray techniques provide the capacity to analyze parallel changes in many thousands of genes, and have been used successfully to monitor gene expression profile changes in many neural and nonneural systems [8]–[11]. DNA microarray-based expression profiling allows identification of the spectrum of genes expressed during peripheral nerve injury and regeneration. The goals of this study were to obtain global knowledge of gene expression changes following peripheral nerve injury and examine the related biological processes. DNA microarray technology was applied to monitor the mRNA expressions in proximal nerves at 0.5, 1, 3, 6, and 9 h, and 1, 4, 7, and 14 d after sciatic nerve transection in adult rats. Then, we used gene ontology (GO) enrichment analysis to determine which biological processes were related to the differential gene expressions.

## Results and Discussion

### Gene Expression Profiling in the Proximal Sciatic Nerve Segments

DNA microarray analysis was performed with the RNA sample extracted from the proximal segments of sciatic nerves at different time points post nerve transection. 

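RNA of proximal sciatic nerve (SN) tissue collected at 0, 1, 4, 7 and 14 d was labelled with a single dye (Cy3) and hybridized to Agilent whole-genome rat arrays of 45018 spots, with 3 arrays at each time point and 15 in all. The paper's control of 0 h was taken to be the group that the sample labels call 0 d. The deposited series also holds 15 arrays of L4–6 dorsal root ganglia (DRG) at the same 5 time points, which the paper does not report, while the time points before 1 d belong to a separate series that was not analyzed here. The paper describes 10 groups of 6 rats and RNA extraction with Trizol, whereas the sample labels describe 5 groups of 6 rats and extraction with the mirVana kit, and neither states which rats each array holds. The authors deposited the scanner output of every array, with the background already subtracted spot by spot but without normalization between arrays, beside a table of log2 values that were quantile-normalized over the 30 arrays. Here the log2 processed signal of each array was set relative to the 75th percentile of its 41012 non-control probes, so that a normalized signal of 0 equals that percentile. Probes called well above background on all 3 arrays of at least 1 time point were tested, 35157 of them in SN, with limma on the 15 SN arrays, and a probe was called upregulated or downregulated at a Benjamini-Hochberg adjusted p below 0.05 and a fold change over 2. Between 30220 and 31303 probes were well above background on the 0 d arrays and between 33049 and 35152 on the later arrays. The number of arrays limits the precision of each value. All arrays of 0 d were scanned on another date and, for SN, lay on another slide than the later arrays. Within SN, a difference of slide or scan and the time after transection therefore cannot be told apart in the comparisons with 0 d. These comparisons share the same 3 arrays of 0 d and are not independent of each other. The DRG arrays share the scans of SN at 0, 1, 4 and 14 d. In a limma fit on all 30 arrays, 12037, 15306 and 10900 probes changed differently in SN and DRG at 1, 4 and 14 d. For these probes a scan difference common to both tissues is argued against as the whole source, and a difference between slides stays open.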

All the biological replicates (triple repeats for each time point) shared significant homology in the gene expression. 

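Across the tested probes, Pearson's r of the normalized signals between arrays of 1 time point averaged 0.988 at 0 d, 0.994 at 1 d, 0.991 at 4 d, 0.996 at 7 d and 0.989 at 14 d (3 pairs of arrays each). The lowest value within a time point was 0.985, at 0 d. Probes are not independent replicates, so no p is given. Among the alternatives, normexp background correction followed by quantile normalization moved these values most and raised the mean at 0 d to 0.991.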

The number of genes with the time-dependent differential expression increased after nerve injury, reaching a peak value at 7 d post nerve transection. Specifically, the number of upregulated genes was significantly larger than that of downregulated genes before 9 h post nerve transection, indicating that the stress response immediately after nerve transection was accompanied with activation of many genes. 

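The number of called probes in both directions together was 7759 at 1 d, 7972 at 4 d, 8760 at 7 d and 6945 at 14 d. Each probe was counted once, so a gene with several probes can count more than once. The alternative that moved these numbers most was normexp background correction with quantile normalization, which gave 2233, 3182, 3158 and 2229 called probes and placed the maximum at 4 d. With the other normalizations, tests and blocks and with any single array left out, the maximum stayed at 7 d. It did so too with 5726 called probes when both time points had to be well above background on all 3 arrays, and with 9161 without a filter on dim probes.

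**Figure D1:**
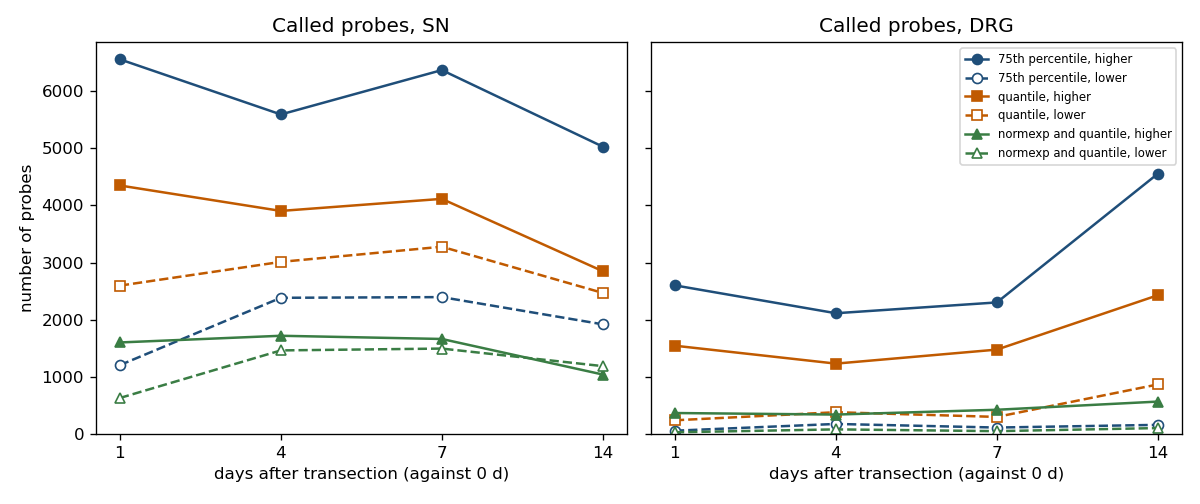
Number of probes called upregulated (solid lines) and downregulated (dashed lines, open symbols) in SN and in DRG at 1, 4, 7 and 14 d against 0 d, under 3 ways to normalize the same arrays. In SN at 7 d, 6365 probes were upregulated after scaling to the 75th percentile, 4113 after quantile normalization and 1663 after normexp background correction with quantile normalization.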

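In SN, 6553 probes were upregulated and 1206 downregulated at 1 d, 5589 and 2383 at 4 d, and 6365 and 2395 at 7 d. Upregulated probes made up 84.5% of the called probes at 1 d, 70.1% at 4 d and 72.7% at 7 d. This share depended on the normalization: it was 62.6%, 56.4% and 55.7% after quantile normalization, and 71.7%, 54.0% and 52.7% after normexp background correction with quantile normalization. With the authors' quantile-normalized values it was 62.7%, 56.3% and 55.6%. Requiring both time points to be well above background on all 3 arrays gave 59% at 4 d and 61.7% at 7 d. The median change of all probes was between 0.06 and 0.10 on the log2 scale in the 4 comparisons with 0 d, and −0.11 at 1 d after quantile normalization. Of the probes upregulated 2- to 10-fold, 2964 at 1 d, 2266 at 4 d and 2679 at 7 d were not well above background on all arrays of 1 of the groups compared.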

During 1–7 d post nerve transection, the number of both upregulated and downregulated genes was maintained at a large value, and the number of upregulated genes was still significantly larger than that of downregulated genes. At 14 d post nerve transection, the number of downregulated genes was hardly changed, while the number of upregulated genes decreased to be almost the same value as that of downregulated genes (Table 1).

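At 14 d, 5026 probes were upregulated and 1919 downregulated, so that upregulated probes made up 72.4% of the called probes. The share was 60.7% with both groups required to be well above background, 53.6% after quantile normalization and 46.7% after normexp background correction with quantile normalization, where 1041 probes were upregulated and 1188 downregulated. Between 7 d and 14 d the upregulated probes went from 6365 to 5026 and the downregulated ones from 2395 to 1919. From the numbers at the successive time points, the paper proposes that upregulation precedes downregulation and that a few upregulated genes initiate the expression of more genes.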

**Table 1:** Total genes differentially expressed in proximal nerve segments at different time points post nerve transaction.

Fold change		0.5 h	1 h	3 h	6 h	9 h	1 d	4 d	7 d	14 d
2–10	Up	251	325	385	617	880	2194	1845	2114	1217
	Down	75	94	179	221	443	964	1309	1294	1127
10–50	Up	9	10	38	55	74	90	73	96	58
	Down	1	3	0	1	3	4	29	15	14
>50	Up	1	3	7	13	12	8	13	7	1
	Down	0	2	0	0	1	0	3	1	1
Total	Up	261	338	430	685	966	2292	1931	2217	1276
	Down	76	99	179	222	447	968	1341	1310	1142

The expression fold change in these genes can be classified into 3 types: the fold change of 2−10, 10–50, and >50. For the first type, the number of up-regulated genes dramatically increased during 9 h to 1 d post nerve transection, reaching the maximum at 1 d post nerve transaction, and then leveled off until 7 d post nerve transection, while the number of down-regulated genes dramatically increased, reached the maximum at 4 d post nerve transection, and leveled off until 14 d post nerve transection. 

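In SN, 6243 probes were upregulated 2- to 10-fold at 1 d, 5377 at 4 d, 6100 at 7 d and 4873 at 14 d. The largest number was at 1 d, but at 7 d with the stricter filter on dim probes (3281 at 1 d and 3426 at 7 d), with the methods' t-test at unadjusted p (5963 and 5989) or after adjustment (5657 and 5765), with only the 6 arrays compared in the fit (6116 and 6152) and with the percentile taken over probes well above background (6624 and 6632), and at 4 d (1689) after normexp background correction with quantile normalization. Downregulation by 2- to 10-fold was found for 1202 probes at 1 d, 2312 at 4 d, 2349 at 7 d and 1893 at 14 d. The numbers at 4 d and 7 d were close, and the larger of them was at 4 d without a filter on dim probes (2599 and 2541), with the stricter filter (2164 and 2159), with the slide as a random block (2187 and 2167) and with the percentile over probes well above background (2183 and 2014).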

For the second type, the number of up-regulated genes increased during 1 to 3 h post nerve transection, and leveled off during 9 h to 7 d post nerve transection, while the number of down-regulated genes increased and reached the maximum at 4 d post nerve transection, followed by an ensuing decrease. 

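Fold changes between 10 and 50 were found for 295 upregulated probes at 1 d, 196 at 4 d, 251 at 7 d and 150 at 14 d. Of these, 240, 126, 146 and 97 were not well above background on all arrays of 1 of the groups, which leaves their fold changes uncertain. Among the downregulated probes, 4 at 1 d, 66 at 4 d, 45 at 7 d and 25 at 14 d lay in this class. With the methods' t-test after adjustment the downregulated numbers were 3, 9, 22 and 25, with the maximum at 14 d.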

For the third type, the number of up-regulation genes increased constantly with the maximum value at 6 h, 9 h or 4 d post nerve transaction (Table 1). These changes suggested that the gene upregulation might occur before gene down-regulation, and that nerve transection might stimulate the up-regulation of a few genes, which initiated the expression of more genes in a hierarchical manner.

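More than 50-fold upregulation was found for 15 probes at 1 d, 16 at 4 d, 14 at 7 d and 3 at 14 d, of which 10, 12, 11 and 2 were not well above background on all arrays of 1 of the groups. The largest number was at 4 d, but at 1 d (5 probes) with the stricter filter on dim probes. More than 50-fold downregulation was limited to 5 probes at 4 d, 1 at 7 d and 1 at 14 d.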

### Confirmation of Differential Gene Expression of Several Genes

In this study, microarray data showed a good repeatability between 3 biological replicates at each time point, and the microarray data for some genes, for example, Ngfr, Shh, and IL-1, are in accordance with the previously reported results [12]–[14], indicating the reliability of our microarray analysis. 

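The mean r between arrays of 0 d and arrays of a later time point was 0.958 for 1 d, 0.956 for 4 d, 0.955 for 7 d and 0.964 for 14 d, and between consecutive time points it was 0.975 from 1 d to 4 d, 0.985 from 4 d to 7 d and 0.986 from 7 d to 14 d. Genes are given with the RefSeq identifier that the files list and the position of the probe on genome build rn4. The normalized signal of Ngfr (NM_012610, chromosome 10 from 84263082 to 84263141) was 0.59 ± 0.25 (SD, n = 3) at 0 d, 2.5 ± 0.11 at 1 d, 4.13 ± 0.05 at 4 d, 4.16 ± 0.0039 at 7 d and 3.86 ± 0.07 at 14 d. Its log2 changes were 1.91, 3.54, 3.58 and 3.28 (SE 0.11 each, adjusted p = 1.31e-07, 9.11e-10, 1.19e-09 and 4.56e-09). Shh (NM_017221, chromosome 4 from 2201100 to 2206014) rose from −6.29 ± 0.56 at 0 d to −3.05 ± 0.18 at 1 d and was −4.08 ± 0.87 at 14 d, with log2 changes of 3.24, 2.66, 2.76 and 2.21 (SE 0.38, adjusted p = 2.19e-05, 7.83e-05, 5.86e-05 and 4.21e-04). Shh was dim at 0 d, where 2 of the 3 arrays were well above background. No 0 d array was well above background for Il1a (NM_017019, chromosome 3 from 116914826 to 116914885), which was at least 1.91-fold higher at 1 d, 2.48-fold at 4 d and 1.47-fold at 7 d (adjusted p = 6.62e-05, 2.14e-05 and 1.62e-04) and was not called at 14 d (log2 change 0.90, adjusted p = 0.0784). Here and for other genes undetected at 0 d, the bound is set against the mean over the 3 arrays of 0 d of each array's lowest signal well above background, or of the gene's own signal where that is higher. The adjusted p and the call beside a bound come from limma on the fitted change, which uses the undetected signals. They do not test the bound. The 14 d change of Il1a would be called without SN 14 d replicate 1 (1.28) or replicate 2 (1.19). Il1b (NM_031512, chromosome 3 from 116964716 to 116964775) rose from −1.39 ± 0.56, by 2.52, 1.48, 1.9 and 1.61 on the log2 scale (adjusted p = 5.45e-05, 0.00233, 4.11e-04 and 0.00162). After normexp background correction with quantile normalization, Shh at 4, 7 and 14 d and Il1a at 1, 4 and 7 d were no longer called. The methods' t-test after adjustment did not call Shh or Il1b at 14 d.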

In order to verify the microarray data, however, 6 differentially expressed genes (Ngfr, Shh, Gdnf, Pirb, Oldlr1, and Kng1) were randomly selected and then subjected to real-time quantitative RT-PCR analysis. 

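Gdnf (NM_019139, chromosome 2 from 57423845 to 57423904), Pirb (named Lilrb3 in the files, NM_031713, chromosome 1 from 63659116 to 63659175), Oldlr1 (named Olr1 in the files, NM_133306, chromosome 4 from 166747267 to 166747326) and Kng1 (NM_012696, chromosome 11 from 80124373 to 80125403) were not well above background on any array of 0 d. Gdnf was at least 6.18-fold higher at 1 d, 1.88-fold at 4 d, 2.29-fold at 7 d and 1.02-fold at 14 d, where 2 of 3 arrays were well above background (adjusted p = 6.22e-08, 9.36e-07, 4.58e-07 and 2.84e-05). Pirb was at least 12.5-, 11.9-, 4.62- and 3.66-fold higher at these days (adjusted p = 2.69e-07, 1.47e-07, 1.37e-06 and 4.30e-06). For Oldlr1 the bounds were 19.7-, 14.3-, 13.7- and 5.56-fold (adjusted p = 1.16e-09, 1.97e-09, 2.72e-09 and 2.40e-08), and for Kng1 5.01-, 10.7-, 14.5- and 4.83-fold (adjusted p = 2.28e-07, 2.84e-08, 2.16e-08 and 2.07e-07). With Ngfr and Shh, the 6 genes were called upregulated in all 24 combinations of gene and day. The alternative that changed most calls, normexp background correction with quantile normalization, kept 16 of the 24 and lost Shh and Gdnf at 4, 7 and 14 d and Pirb at 7 and 14 d. With the authors' quantile-normalized values Gdnf was not called at 14 d. Another probe of Gdnf changed by 0.83 at 1 d, which was not called, and by 1.73, 1.89 and 1.65 at 4, 7 and 14 d, which were. Another probe of Pirb was called at all 4 days, with log2 changes of 2.68, 2.21, 1.86 and 1.45.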

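On the arrays, Ngfr and Kng1 had their highest mean signal at 7 d among the 5 time points of this series. Shh, Gdnf, Pirb and Oldlr1 were highest at 1 d. From 1 d to 14 d the normalized signal went from −3.78 ± 0.10 to −6.38 ± 0.60 (SD, n = 3) for Gdnf, from −2.76 ± 0.48 to −4.53 ± 0.20 for Pirb and from −2.10 ± 0.26 to −3.93 ± 0.37 for Oldlr1. Kng1 went from −4.08 ± 0.59 at 1 d to −2.55 ± 0.36 at 7 d and −4.13 ± 0.16 at 14 d. The RT-PCR values behind the correlation are not among the deposited array files.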

The results indicated the expression of such 6 genes showed the change trends similar to those revealed by microarray data, and the correlation analysis suggested that qRT-PCR data were strongly correlated to microarray data (Figure 1).

**Figure 1:**
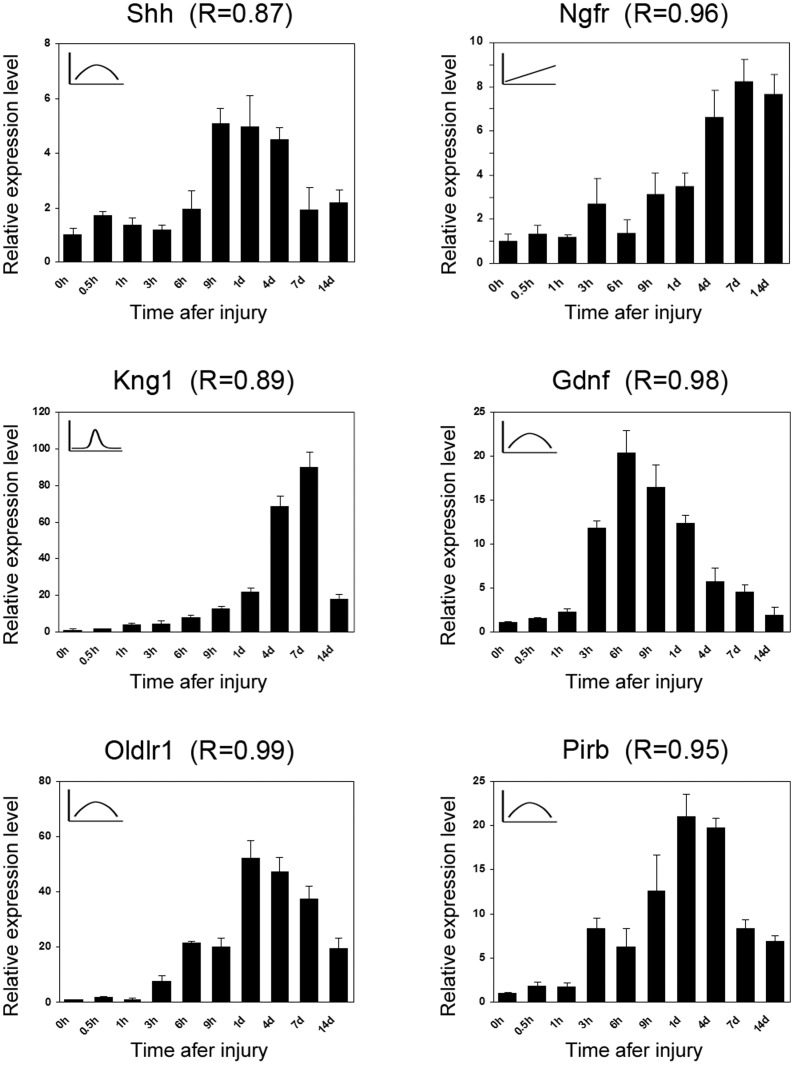
Confirmation of several gene expressions by real-time RT-PCR. Relative mRNA levels of Ngfr, Shh, Gdnf, Pirb, Oldlr1 and kng1 were analyzed by real-time RT-PCR at different time points post nerve transection (control: 0 h). The expression profile determined by microarray analysis is schematically shown in the upper left corner of each pane. Data are presented as means ± SD of three dependent assays (each in triplicate). R stands for the correlation coefficient.

### Biological Process Analysis

The biological processes involving differential gene expressions were identified by GO enrichment analysis using the DAVID online tool. Our attention was focused on 9 classes of biological processes, i.e. detection of stimulus, response to stimulus, inflammatory response, immune response, cell proliferation, cell migration, cell death, axon regeneration and guidance, and myelination. Most of these biological processes maintained the relative balance through negative or positive regulation, which was also our concern. Genes were grouped together according to their involvement in the same biological process. Several genes might be involved in more than one biological process, and each of them may belong to multiple groups. The number of differentially expressed genes in various biological processes at each time point is showed in Table 2. 

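The probes that the paper lists for response to stimulus, inflammatory response, immune response and cell migration in Table S1 were followed, with their positive and negative regulation lists. For cell proliferation, cell death, axon guidance, axon regeneration and myelination, whose Table S1 sheets were incomplete or missing, the key regulatory genes of Table S2 were used. Detection of stimulus was not counted, because its sheet of Table S1 was not available. Of the 765 probes listed for response to stimulus, 383 were called at 1 d, 479 at 4 d, 483 at 7 d and 411 at 14 d. In the lists of 147 probes for inflammatory response and 245 for immune response, 90 and 126 were called at 1 d, 103 and 164 at 4 d, 107 and 193 at 7 d, and 91 and 150 at 14 d. For cell migration, 69, 75, 84 and 74 of 130 probes were called at these days. The study chose these lists on the same samples, so the number of called probes in them is not independent evidence. The alternative that moved these numbers most, normexp background correction with quantile normalization, left 203 of the response to stimulus probes called at 1 d.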

For 7 classes of biological processes, the number of genes was a maximum value at 7 d post nerve transection, but for 2 classes of biological processes, (detection of stimulus and cell death), the number of genes was a maximum value at 1 and 4 d post nerve transection, respectively. On the other hand, the gene number under negative or positive regulation was a maximum value at 7 or 4 d post nerve transection (Table 2). 

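Among the lists used here, the number of called probes was highest at 7 d for response to stimulus, inflammatory response, immune response and cell migration. For cell proliferation, 28, 39, 41 and 36 of 45 probes were called at 1, 4, 7 and 14 d, and for myelination 7, 12, 15 and 14 of 16. In the cell death list of 52 probes, 33, 42, 42 and 37 were called, so that 4 d and 7 d were equal. Axon guidance, with 13, 19, 20 and 22 of 29 probes, was highest at 14 d, and axon regeneration, with 5, 3, 4 and 4 of 9, at 1 d. Of the probes called at 7 d, 350 of 483 were upregulated for response to stimulus and 179 of 193 for immune response, whereas 11 of 15 were downregulated for myelination. For cell migration, 4 d and 7 d were equal (51 called probes each) after normexp background correction with quantile normalization.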

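Among the positive regulation lists, the number of called probes at 1, 4, 7 and 14 d was 70, 92, 94 and 86 for response to stimulus, 18, 19, 17 and 17 for inflammatory response, 50, 65, 65 and 59 for immune response, 16, 21, 26 and 20 for cell migration, 39, 54, 57 and 52 for cell proliferation, and 30, 44, 45 and 42 for cell death. In the negative regulation lists it was 20, 35, 35 and 31 for response to stimulus, 7, 13, 13 and 10 for inflammatory response, 8, 15, 16 and 14 for immune response, 12, 14, 15 and 14 for cell migration, 31, 38, 41 and 38 for cell proliferation, and 38, 50, 49 and 40 for cell death. The maximum was thus at 4 d for positive regulation of inflammatory response and negative regulation of cell death, at both 4 d and 7 d for positive regulation of immune response and negative regulation of response to stimulus and inflammatory response, and at 7 d for the other lists.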

In order to analyze the change trend of biological process involving differentially expressed genes, the average expression profiles of differentially expressed genes in each of the biological processes (except detection of stimulus) were calculated and shown in Figure 2, and the corresponding differentially expressed genes were listed in Table S1.1−S1.8. In addition, according to the fold change of differentially expressed genes and by referring to the literature, we selected key regulatory genes for hierarchical clustering (Figure 3, Figure S1). 

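The average profile of each list was computed as the mean normalized log2 signal over its probes on each array. Its change between time points was tested with limma's rotation test fry, and p was adjusted over 147 tests (21 lists in 7 comparisons). Each list differed from 0 d at all 4 days, with its 3 arrays of the day beyond the 3 arrays of 0 d, a separation that 10% of splits would give by chance. The study picked the listed probes as changed on the same samples, which favours such a difference. The fry tests against 0 d, here and in the passages below, are therefore not independent evidence that a process changed. Response to stimulus, the largest list, had a mean of −2.31 ± 0.04 (SD, n = 3) at 0 d and −1.45 ± 0.04 at 1 d, and the mean change of myelination was the only negative one. Where a listed probe was undetected at a time point, its signal was also set at the lowest detected level. A probe undetected at both time points, or whose change would have turned its sign by this step, was given a change of 0. This left the direction of all 84 changes against 0 d and gave between 63.0 and 100% of their size. The rule kept such probes from reversing, which favours the same direction. The alternative that moved the averages most was the change of the median signal over the list in place of the mean, which reversed 11 of 84 changes, 4 of them for axon regeneration, whereas the median of the probes' changes, chosen after seeing the data, reversed none.

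**Figure D2:**
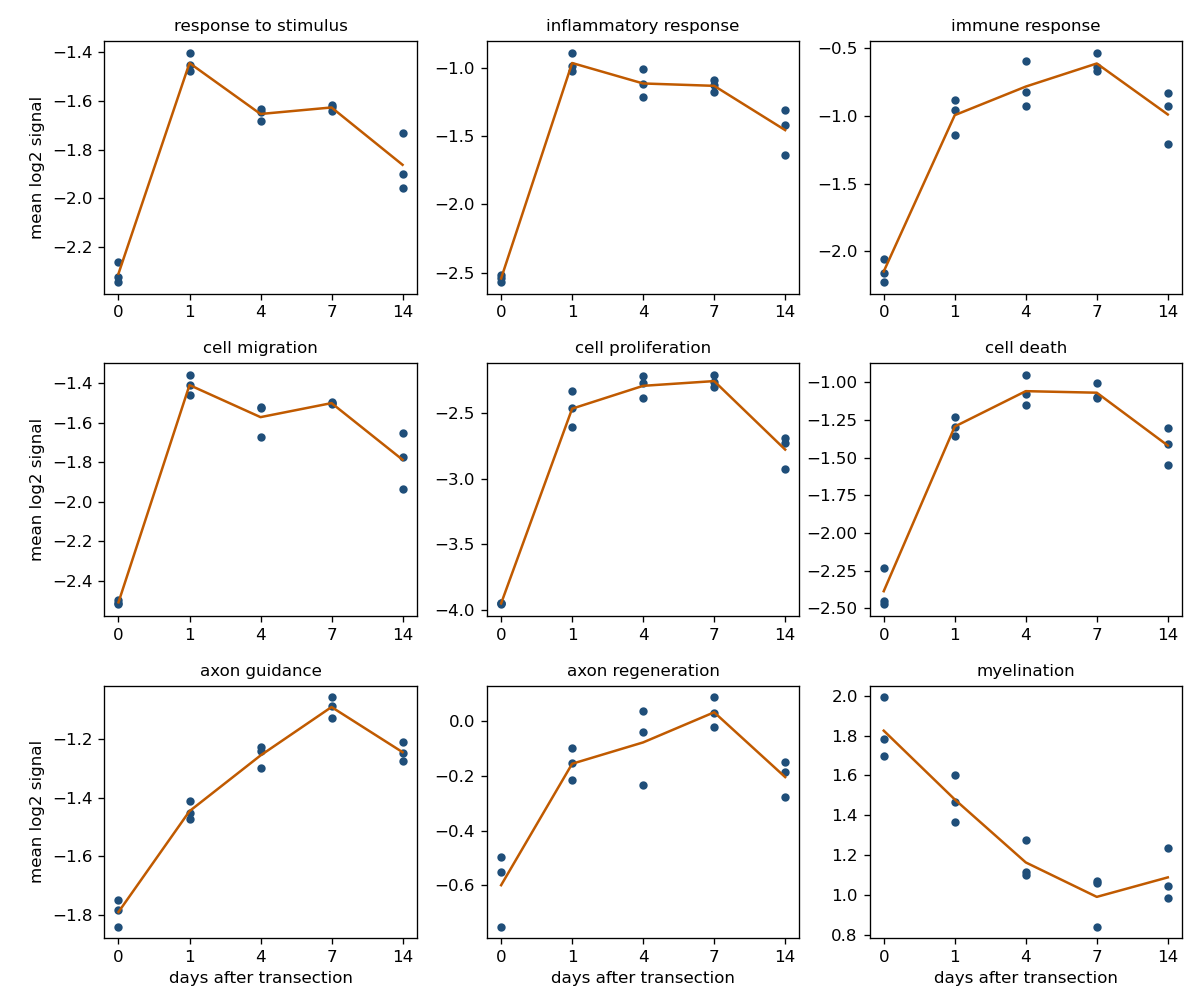
Mean normalized log2 signal over the probes of 9 lists of biological processes in SN at 0, 1, 4, 7 and 14 d. Each point is 1 of 3 arrays and the line joins the means; the myelination list is lowest at 7 d (0.99) and the other lists lie above their 0 d arrays at all later days.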

The expression of these selected genes at different time points post nerve transaction were listed in Table S2.1−S2.8, the fold change of these genes relative to control (0 h) was shown in Table S3.1−S3.8, and the expression profiles of these genes were shown in Table S4. The brief descriptions for the 9 classes of biological processes are provided as follows:

**Figure 2:**
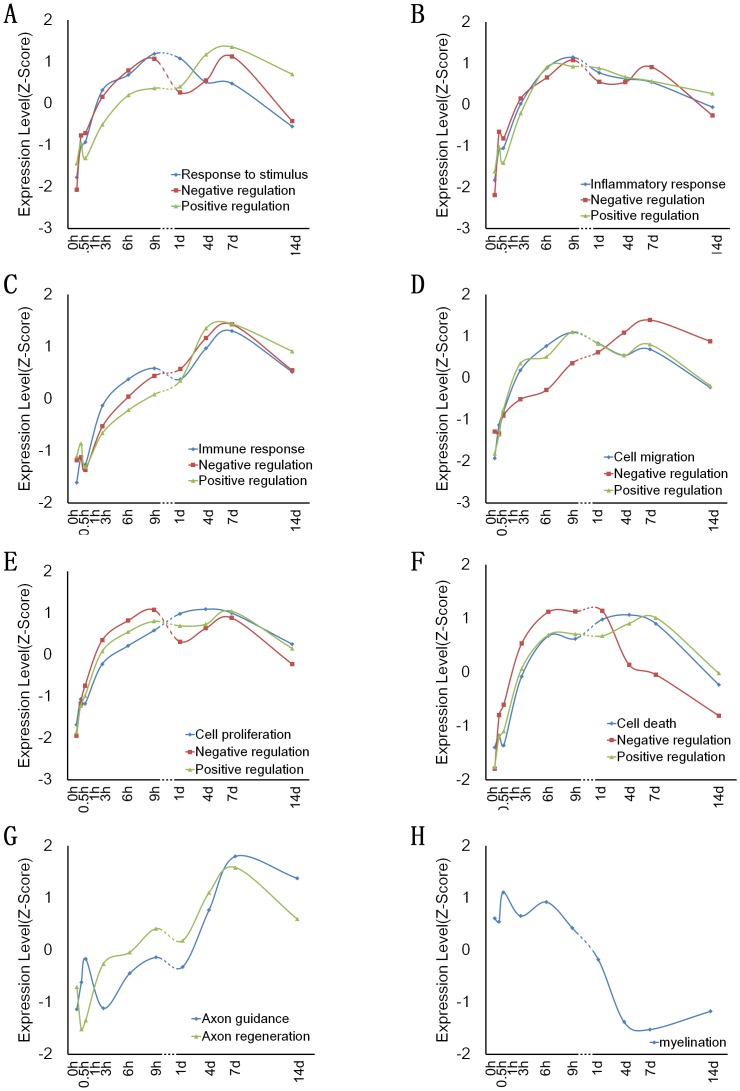
The average expression pattern and change trend of major biological processes involving differentially expressed genes in the proximal sciatic nerve sample at different time points post nerve transection.

**Figure 3:**
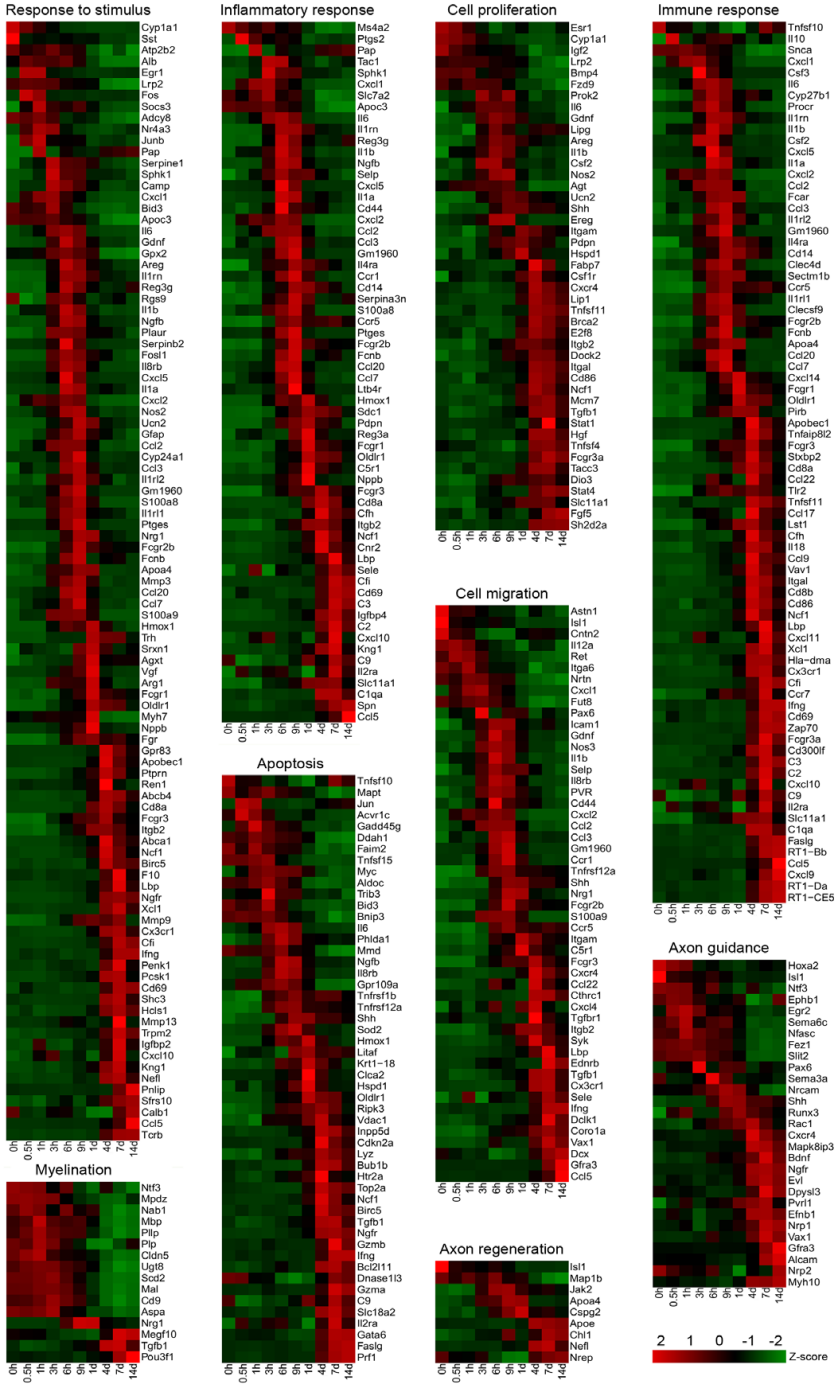
Hierarchical clustering of key regulatory genes involved in designated biological processes during sciatic nerve regeneration.

**Table 2:** Total genes that were differentially expressed and involved in 9 classes of biological processes at different time points post nerve transaction.

Biological process	0.5 h	1 h	3 h	6 h	9 h	1 d	4 d	7 d	14 d
**Detection of stimulus**	19	74	25	17	104	442	123	298	139
**Response to stimulus**									
response to stimulus	51	64	120	187	220	350	413	449	308
Positive regulation	9	12	15	29	41	60	83	82	66
Negative regulation	6	–	9	14	6	11	35	32	24
**Inflammatory response**									
Inflammatory response	15	19	34	62	63	76	90	93	72
Positive regulation	–	–	5	13	15	12	17	12	13
Negative regulation	–	–	5	9	8	6	10	10	8
**Immune response**									
Immune response	20	20	52	72	92	112	135	173	120
Positive regulation	6	10	9	19	27	44	57	57	48
Negative regulation	–	–	–	–	–	–	14	16	11
**Cell migration**									
Migration	9	13	29	36	45	61	65	75	56
Positive regulation	–	3	9	13	16	13	13	29	16
Negative regulation	–	4	3	5	7	7	15	11	10
**Cell proliferation**									
Proliferation	8	5	21	35	42	60	63	71	47
Positive regulation	10	–	28	39	53	83	95	97	71
Negative regulation	10	–	22	34	43	58	65	72	56
**Cell death**									
Death	9	13	24	36	51	49	85	84	68
Positive regulation	12	10	28	36	46	43	86	79	62
Negative regulation	14	12	29	39	46	77	92	76	54
**Axon**									
Axon guidance	–	5	6	4	11	10	22	27	23
Axon regeneration	–	–	–	–	6	4	–	5	5
**Myelination**	–	–	–	–	–	3	15	18	14

#### 1) Detection of stimulus

Detection of stimulus is a sequences of events in which a stimulus is received by a cell or organism and then converted into a molecular signal. Following sciatic nerve transection, proximal nerves will detect stimulus signal for triggering responses. 

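Of the probes on the array, 1112 carry an olfactory receptor name (Olr with a number) in the files. In SN, 207 of them (18.6%) were well above background on all 3 arrays at 0 d, 603 (54.2%) at 1 d, 425 (38.2%) at 4 d, 504 (45.3%) at 7 d and 400 (36.0%) at 14 d. The share among all other probes went from 73.6% at 0 d to between 80.1 and 84.3% at the later days. The median normalized signal of the receptor probes was −8.27 at 0 d, below the median of all probes at −3.13.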

In this study, we first observed the class of biological process called “detection of stimulus”, and determined time-dependent differential expression of the related genes. It was surprising that most of this bioprocess involved olfactory receptors (Table S1.9). 

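In SN, 658 receptor probes were tested, and 492 of them were upregulated at 1 d, 329 at 4 d, 398 at 7 d and 347 at 14 d, while 0, 4, 8 and 3 were downregulated. At 1 d, 61.6% of the upregulated receptor probes were not well above background on any 0 d array. Among probes of no receptor with a like signal at 0 d, 53.9%, 41.3%, 47.2% and 38.9% were upregulated at these days, against 74.8%, 50.0%, 60.5% and 52.7% of the receptor probes, and none of 1000 matched draws gave as many calls on any day. The alternative that moved these numbers most, normexp background correction with quantile normalization, left 92, 18, 20 and 5 upregulated receptor probes. The stricter filter on dim probes left 128, 90, 106 and 91.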

Especially, the expression of many olfactory receptors, such as Olfr-40, 463, 629, 728, 1108 and 1589, was changed at most of time points examined. 

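Olr1108 (NM_001000993, chromosome 7 from 137187016 to 137187075) was the only receptor of these 6 that was well above background on the 0 d arrays, with a normalized signal of −4.21 ± 0.04 (SD, n = 3). It rose to −1.28 ± 0.06 at 1 d and was −1.74 ± 0.63 at 14 d, with log2 changes of 2.93, 2.6, 2.65 and 2.46 (adjusted p = 2.29e-06, 3.32e-06, 2.88e-06 and 7.82e-06). The other receptors, Olr40 (NM_001000127, chromosome 1 from 160091616 to 160091675), Olr463 (NM_001000934, chromosome 3 from 69098427 to 69098486), Olr629 (NM_001001058, chromosome 3 from 72306246 to 72306305), Olr728 (NM_001000363, chromosome 3 from 74436881 to 74436940) and Olr1589 (NM_001000083, chromosome 13 from 89844115 to 89844174), were undetected at 0 d. At 1 d, Olr40 was at least 3.91-fold higher, Olr463 5.38-fold, Olr629 2.49-fold, Olr728 7.38-fold and Olr1589 9.57-fold. At 14 d the bounds were 1.80-, 1.93-, 1.05-, 3.76- and 1.68-fold. All 24 combinations of receptor and day were called upregulated, 20 of them with no array well above background at 0 d. After normexp background correction with quantile normalization 8 of the 24 were called, namely Olr1108 at 4 days, Olr728 at 1, 4 and 7 d and Olr1589 at 1 d. Olr1589 at 14 d was not called by the methods' t-test after adjustment. The signals of the receptor probes also differed between slides within 1 tissue and day.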

In order to verify microarray data, 10 olfactory receptors were randomly selected for confirmation of their expression by RT-PCR. The clear band of olfactory receptors was observed with the correct molecular weight (Figure 4), suggesting that olfactory receptors might be present in sciatic nerves. To further determine in which cell types olfactory receptors were expressed, we applied RT-PCR to the main cell types contained in sciatic nerves, including Schwann cells, fibroblasts, and DRG (L4–6) neurons. The resulting data suggested that the olfactory receptors were likely to be mainly expressed in Schwann cells (Figure 4). This finding was supported by an observation that the expression differences among 10 olfactory receptors in sciatic nerves were similar to those in Schwann cells (Figure 4).

**Figure 4:**
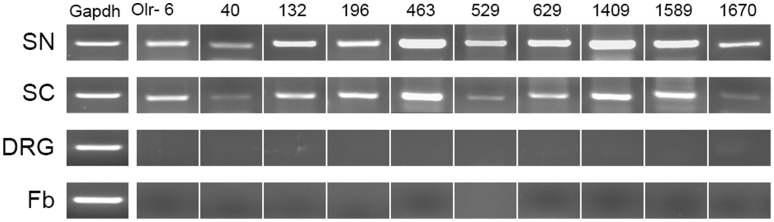
Validation of olfactory receptor expression in sciatic nerves. A representative semi-quantitative RT-PCR image showing the expression of 10 members of olfactory receptors in the sciatic nerve (SN), Schwann cell (SC), L4–6 DRG neuron (DRG) and fibroblast (Fb) samples.

As is known, olfactory receptors expressed in the cell membrane of olfactory receptor neurons are responsible for detectioning odor molecules [15], [16]. However, some tissues and cells, such as testis [17], prostate [18], notochord [19], heart [20], taste tissue [21] and primordial germ cells [22], also expressed some olfactory receptors with unclear function. This study, for the first time, showed that a large number of olfactory receptors were expressed in Schwann cells of sciatic nerves. Additionally, the expression of olfactory receptors in sciatic nerve was changed post nerve transection, implying that olfactory receptors might exert some functions other than odor detection.

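Of the other receptors shown in Figure 4, Olr6, Olr132, Olr196, Olr529, Olr1409 and Olr1670 were called upregulated in 23 of 24 combinations of receptor and day in SN. The exception was Olr132 at 7 d (log2 change 0.06, adjusted p = 0.917). Olr132 at 4 d changed by 2.03, and by 2.76 without SN 4 d replicate 3, and was not called by the methods' t-test. All but Olr132 were undetected at 0 d, and at 1 d Olr6 was at least 2.82-fold higher, Olr196 3.10-fold, Olr529 2.72-fold, Olr1409 2.75-fold and Olr1670 2.81-fold, while Olr132 changed by 3.29. Normexp background correction with quantile normalization kept 1 of the 23 calls, Olr132 at 1 d. The methods' t-test after adjustment did not call Olr529 and Olr1670 at 14 d. Another probe of Olr196 was called only at 7 d, with a log2 change of 2.17. Over 672 receptor probes and the days after transection, the median signal of arrays of 1 tissue and day differed by 0.75 on average (8 pairs) when they lay on 2 slides and by 0.17 (16 pairs) when they shared a slide. Arrays of SN and DRG on the same slide differed by 0.15 (20 pairs). The receptor signals of 0 d and of the later days were measured on different slides. From the change after transection, the paper proposes that olfactory receptors have functions other than odor detection.

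**Figure D3:**
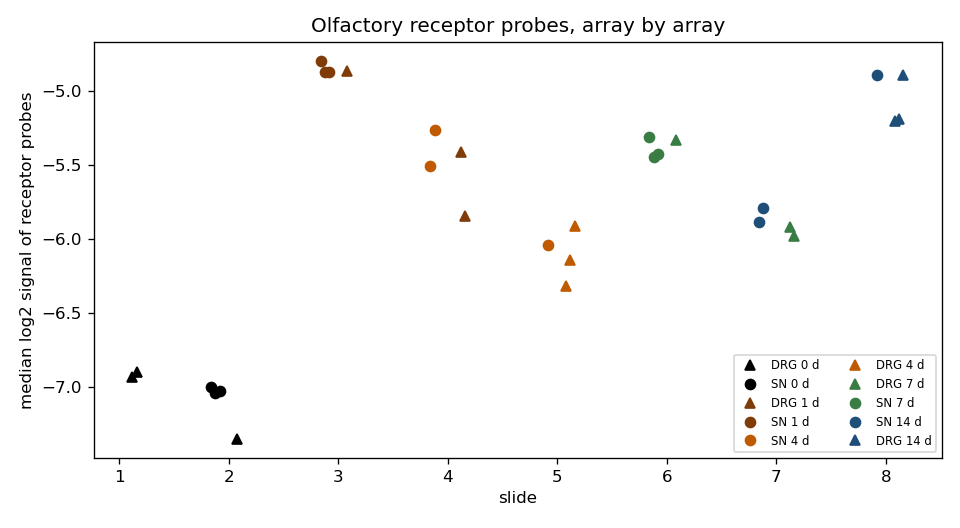
Median normalized log2 signal of the olfactory receptor probes on each of the 30 arrays, placed by slide (1 to 8), with circles for SN, triangles for DRG and colours for the day. On slide 8 the single SN array lies at −4.89 and the 3 DRG arrays between −5.20 and −4.89.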

#### 2) Response to stimulu

After detection of the stimulus signal induced by sciatic nerve transection, proximal nerves experience will trigger the class of biological process called “responses to stimulus”. 

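Among the days of this series, the mean of the response to stimulus list was highest at 1 d, with a log2 change of 0.86 against 0 d (adjusted p = 8.62e-09 from fry), and the changes at 4, 7 and 14 d were 0.65, 0.68 and 0.45 (adjusted p = 1.39e-08, 1.39e-08 and 7.10e-07). The list was lower at 4 d than at 1 d by a log2 change of −0.21 (adjusted p = 0.0223), did not pass the threshold between 4 d and 7 d (0.03, adjusted p = 0.658), and was lower at 14 d than at 7 d (−0.24, adjusted p = 5.43e-05).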

In this study, we observed that the expression of genes involved in response to stimulus was rapidly up-regulated following sciatic nerve transection, reaching the maximum at 9 h post nerve transection, and then slowly down-regulated. 

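At 1 d, the lists for positive and negative regulation of response to stimulus had log2 changes of 0.96 and 0.82 against 0 d (adjusted p = 3.03e-07 and 1.64e-07 from fry), over 131 and 50 probes. Their mean normalized signals were −2.09 ± 0.03 and −1.85 ± 0.07 (SD, n = 3) at 0 d.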

Correspondingly, the expression of genes that regulates response to stimulus, including negative regulation and positive regulation, was also increased quickly at early phase. Specifically, the expression of genes involved in negative regulation showed more prompt increase than that involved in positive regulation before 9 h post nerve transection. However, the expression of genes involved in negative regulation has a fall after 9 h post nerve transection, and the expression of genes in positive regulation slowly increased until 7 d post nerve transection (Figure 2A). In addition, the genes involved in response to stimulus owned the largest fold change at 9 h post nerve transection (Table S3.1), but a large number of differentially expressed genes appeared at 7 d post nerve transection (Figure 3, Table S3.1).

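The positive regulation list changed against 0 d by 1.18 at 4 d, 1.28 at 7 d and 1.01 at 14 d on the log2 scale, and the negative regulation list by 0.82, 0.97 and 0.58. From 1 d to 4 d positive regulation rose by 0.22 (adjusted p = 0.00483 from fry), whereas negative regulation changed by −0.01 (adjusted p = 0.555), with a median change of its probes of 0.11, opposite in sign to the mean. From 4 d to 7 d the changes were 0.09 (adjusted p = 0.658) and 0.16 (adjusted p = 0.132). Both lists had their highest mean at 7 d and were lower at 14 d than at 7 d, by log2 changes of −0.27 and −0.39 (adjusted p = 0.00379 and 8.79e-05).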

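Among the days of this series, the called probes of the response to stimulus list were most numerous at 7 d, with 350 upregulated and 133 downregulated, against 340 and 139 at 4 d, 324 and 59 at 1 d, and 281 and 130 at 14 d. The mean change of the list was nevertheless largest at 1 d, where 67.3% of its probes were higher than at 0 d. The median of its probes' changes, chosen after seeing the data, was largest at 7 d (0.76, 0.82, 0.91 and 0.65 at 1, 4, 7 and 14 d).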

Following sciatic nerve transection, the injury site will receive various extrinsic and intrinsic stimulus signals and trigger responses to stimulus. The early responses are mainly those to wounding, external stimulus and oxidative stress. After these responses, the sciatic nerve will begin to regenerate owing to activation of responses to endogenous stimulus. This might account for the temporary fall of the negative regulation for response to stimulus at 9 h after transection.

#### 3) Inflammatory response

Injury stimuli usually lead to inflammatory responses, a protective attempt to remove the injury stimuli. These inflammatory responses involve multiple cell types and effector molecules with both positive and negative effects [23]. Inflammation is essential for normal regeneration in the peripheral nervous system, nerve injury invariably elicits inflammation [24]. 

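In this series the mean of the inflammatory response list rose by 1.58 on the log2 scale from 0 d to 1 d (adjusted p = 1.55e-08 from fry), the highest of the 4 days, with changes against 0 d of 1.43 at 4 d, 1.41 at 7 d and 1.09 at 14 d. The mean normalized signal was −2.54 ± 0.03 (SD, n = 3) at 0 d and −0.96 ± 0.07 at 1 d. The differences from 1 d to 4 d (−0.15, adjusted p = 0.638) and from 4 d to 7 d (−0.02, adjusted p = 0.472) did not pass the threshold, and the fall from 7 d to 14 d did (−0.32, adjusted p = 9.95e-04).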

In this study, we observed that the expression of genes involved in inflammatory response was upregulated sharply after nerve transection and reached the maximum at 9 h post nerve transection. The expression of genes involved in positive regulation of inflammatory responses was also up-regulated sharply and reached the maximum at 6 h post nerve transection. 

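The 27 probes for positive regulation of inflammatory response had log2 changes of 1.62, 1.45, 1.41 and 1.22 at 1, 4, 7 and 14 d against 0 d (adjusted p = 1.94e-08, 3.70e-08, 7.59e-08 and 3.18e-07 from fry), with the highest mean at 1 d among these days. The change from 1 d to 4 d was −0.17 (adjusted p = 0.109).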

In order to maintain the balance of inflammatory responses, the expression of genes involved in negative regulation of inflammatory responses was synchronously upregulated before 9 h post nerve transaction and then downregulated but with a temporary rebound at 7 d post nerve transection (Figure 2B). 

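For the 19 probes of negative regulation of inflammatory response, the log2 changes against 0 d were 1.15 at 1 d, 1.08 at 4 d, 1.23 at 7 d and 0.82 at 14 d (adjusted p = 7.77e-07, 3.03e-07, 4.13e-07 and 1.07e-05 from fry). The mean at 7 d exceeded that at 4 d by 0.14 (adjusted p = 0.541), which did not pass the threshold, and the median change of the probes was −0.03, opposite in sign. From 1 d to 4 d the mean changed by −0.07 (adjusted p = 0.306) and the median by 0.25, again of opposite sign. The highest mean lay at 7 d, but at 1 d after normexp background correction with quantile normalization. The change of the list's median signal was negative at 4, 7 and 14 d (−0.85, −0.64 and −0.46).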

The largest fold change and the maximum number of genes involved in inflammatory response appeared 6–9 h post nerve transaction (Table S3.2). A rather high fold change appeared in proinflammatory cytokines, such as Il6, Il1α, Il1β, Il1rn (Figure 3, Table S3.2). In addition, chemokines, *e.g.*, Cxcl1, Ccl2, Ccl20, Ccl3, Cxcl2, Ccl7 Cxcl5, Ccr1 and Ccr5, were obviously upregulated at 6–9 h post nerve transection (Figure 3, Table S3.2).

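Il6 (NM_012589, chromosome 4 from 457279 to 458563) was undetected at 0 d and at least 14.3-fold higher at 1 d, 6.47-fold at 4 d, 5.66-fold at 7 d and 2.38-fold at 14 d (adjusted p = 3.05e-08, 6.13e-08, 8.26e-08 and 1.22e-06). Il1rn (NM_022194, chromosome 3 from 2613130 to 2613189) rose from −1.64 ± 0.29 (SD, n = 3) at 0 d to 2.7 ± 0.44 at 1 d, a fold change of 20.2, and its fold changes at 4, 7 and 14 d were 11.2, 9.60 and 7.25 (adjusted p = 2.23e-07, 4.99e-07, 8.29e-07 and 3.55e-06). Il1b was 5.74-fold higher at 1 d. After normexp background correction with quantile normalization, Il6 was not called at 14 d.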

#### 4) Immune response

The immune system protects the body from potential internal or invasive threat. The interactions between the immune system and the nervous system are extensive and complex [23]. Innate immune cells, T and B lymphocytes play important role in regulating axon regeneration, macrophage recruitment and myelin clearance [23], . In this study, our data revealed that either the expression of genes involved in immune responses or negative and positive regulation of immune responses were significantly increased after nerve transaction with a bit fluctuation at 1 h post nerve transection, and reach the maximum at 7 d post nerve transection (Figure 2C).

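The immune response list changed by 1.16 at 1 d, 1.37 at 4 d, 1.54 at 7 d and 1.16 at 14 d on the log2 scale (adjusted p = 1.20e-06, 1.30e-07, 6.50e-08 and 7.77e-07 from fry). Its positive regulation changed by 0.99, 1.45, 1.51 and 1.22 (87 probes) and its negative regulation by 1.01, 1.27, 1.4 and 0.94 (19 probes). All 3 lists had their highest mean at 7 d, where that of immune response was −0.61 ± 0.07 (SD, n = 3), against −2.15 ± 0.09 at 0 d. The rise from 1 d to 4 d was 0.21, 0.46 and 0.26 for the 3 lists (adjusted p = 0.0153, 3.55e-04 and 0.00388). From 4 d to 7 d the changes were 0.17, 0.06 and 0.13 (adjusted p = 0.442, 0.914 and 0.345), none past the threshold. At 14 d immune response was lower than at 7 d by a log2 change of −0.38 (adjusted p = 0.00457).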

Inflammation is one of the first responses of the immune system to infection [27], and immune and inflammatory responses involve many overlapping genes, especially at initial phase. With the passage of time, the byproduct of inflammation responses and cell debris are to be cleared, leading to the continuous strengthening of immune responses. 

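Lbp (NM_017208, chromosome 3 from 149043196 to 149043255) rose from −3.30 ± 0.27 (SD, n = 3) at 0 d to −0.36 ± 0.37 at 4 d and 0.50 ± 0.14 at 7 d, log2 changes of 2.94 and 3.80 (adjusted p = 4.30e-07 and 7.97e-08). Fcgr3a (NM_207603, chromosome 13 from 86877181 to 86877240) went from −1.16 ± 0.83 to 1.79 ± 0.47 and 2.69 ± 0.39 (adjusted p = 1.08e-04 and 1.30e-05), and Cx3cr1 (NM_133534, chromosome 8 from 125034092 to 125034151) from −4.51 ± 0.49 to −0.85 ± 0.13 and −0.72 ± 0.05 (adjusted p = 5.72e-08 and 4.89e-08). Cd8a (NM_031538, chromosome 4 from 104593483 to 104593542) was 101-fold higher at 4 d and 75.2-fold at 7 d, from −5.75 ± 0.24 at 0 d (adjusted p = 1.80e-09 and 3.53e-09), and Cd8b (NM_031539, chromosome 4 from 104552489 to 104552548) was 34.6- and 26.5-fold higher. Itgal (NM_001033998, chromosome 1 from 186594579 to 186597988) changed by 3.82 and 3.68 at these days, and another probe of Itgal by 1.18 and 2.01. Tnfsf11 (NM_057149, chromosome 15 from 59397839 to 59397898) was undetected at 0 d and at least 3.52-fold higher at 4 d and 3.21-fold at 7 d. At 1 d the log2 changes were 1.78 for Lbp, 2.35 for Cx3cr1, 6.17 for Cd8a, 3.73 for Cd8b and 1.94 for Itgal, and that of Fcgr3a (0.65, adjusted p = 0.222) was not called. Fcgr3a at 1 d would be called without SN 0 d replicate 3 (1.11), and Tnfsf11 at 1 d, where all 6 arrays compared were undetected, would not without SN 1 d replicate 2 (1.00). At 14 d the changes were 2.53 for Lbp, 3.14 for Fcgr3a, 2.85 for Cx3cr1, 4.78 for Cd8a, 3.63 for Cd8b and 2.85 for Itgal. Of the 27 calls among 28 combinations of gene and day, normexp background correction with quantile normalization kept 22 and lost Tnfsf11 at all 4 days and Itgal at 1 d. With the slide as a random block, Tnfsf11 at 1 d was not called. The other Itgal probe was not called at 1 d (−0.28) or 14 d (0.64).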

In this study, we observed that the expression of macrophage cell active genes, such as Lbp, Fcgr3a,Cx3cr1, and the genes involved in antigen processing presenting, such as Cd8a, Cd8b, Tnfsf11, Itgal were upregulated at 4 d and 7 d post nerve transection (Figure 3, Table S3.3).

#### 5) Cell migration

Cell migration is a central event in the development and maintenance of multicellular organisms. Tissue formation during wound healing and immune responses require the orchestrated movement of cells in particular directions to specific locations. Cells often migrate in response to, and toward, specific external signals, which is a process called chemotaxis. In the initial phase after nerve transection, the cells involved in immune and inflammation responses, such as leukocytes, lymphocytes, mononuclear cells, and macrophages, will migrate to the injury site. 

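Over the 130 probes of the cell migration list, the log2 change against 0 d was 1.1 at 1 d, 0.94 at 4 d, 1.01 at 7 d and 0.72 at 14 d (adjusted p = 1.39e-08, 1.64e-08, 1.39e-08 and 2.13e-07 from fry). Positive regulation of cell migration (42 probes) changed by 1.02, 0.87, 0.97 and 0.65. The means of both lists were highest at 1 d, but that of positive regulation was highest at 7 d after normexp background correction with quantile normalization. The median of the probes' changes, chosen after seeing the data, was largest at 7 d for both. It was 0.92, 0.94, 1.13 and 0.90 at 1, 4, 7 and 14 d for cell migration and 0.86, 0.72, 1.08 and 0.89 for positive regulation. The differences of the means from 1 d to 4 d were −0.16 and −0.14 (adjusted p = 0.364 and 0.845), neither past the threshold, and for positive regulation the mean and the test differed in sign. From 7 d to 14 d cell migration changed by −0.29 (adjusted p = 2.05e-04).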

In this study, we observed that the expression of genes involved in the cell migration and its positive regulation was rapidly increased before 9 h post nerve transection, and then slowly decreased. In contrast, the expression of genes involved in negative regulation of cell migration was upregulated until 7 d post nerve transection (Figure 2D). 

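Negative regulation of cell migration (23 probes) changed by 0.83, 0.89, 1.03 and 0.83 against 0 d on the log2 scale, with its highest mean at 7 d. It rose by 0.05 from 1 d to 4 d (adjusted p = 0.0205 from fry) and by 0.15 from 4 d to 7 d (adjusted p = 0.105), the latter not past the threshold, and was lower at 14 d than at 7 d (−0.20, adjusted p = 0.00419).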

At the early phase post nerve transection, the genes involved in cell migration were mainly associated with both inflammation and immune responses. 

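In addition to Cx3cr1 and Lbp, given above, 6 genes were followed for cell migration, and 18 of their 24 combinations of gene and day were called upregulated. Ednrb (NM_017333, chromosome 15 from 87893634 to 87893693) and Gfra3 (NM_053398, chromosome 18 from 27168235 to 27168294) were called only at 7 d and 14 d, with log2 changes of 2.24 and 1.77, and of 3.69 and 4.38 (adjusted p = 2.22e-07, 2.00e-06, 2.34e-09 and 2.97e-09). At 1 d and 4 d they changed by 0.13 and 0.10, and by 0.32 and 0.78. Ccl5 (NM_031116, chromosome 10 from 71606089 to 71609018) changed by 0.24, 2.61, 3.53 and 4.66 at 1, 4, 7 and 14 d and was not called at 1 d (adjusted p = 0.464). Cxcr4 (NM_022205, chromosome 13 from 41309106 to 41309165) was called at all 4 days, with changes of 1.01, 2.31, 1.84 and 1.31. At 1 d the call of Cxcr4 was lost without SN 0 d replicate 1 (0.95) or SN 1 d replicate 1 (0.77), and after quantile normalization, with or without normexp correction, and with the authors' values. Ifng (NM_138880, chromosome 7 from 57625663 to 57625722) was undetected on the arrays of 0 d and 1 d and at least 1.51-fold higher at 4 d, 3.37-fold at 7 d and 3.26-fold at 14 d. Vax1 (NM_022636, chromosome 1 from 265699410 to 265699469), also undetected at 0 d, was at least 1.1-, 3.06-, 5.08- and 3.73-fold higher. Normexp background correction with quantile normalization kept 9 of the 18 calls and lost Ifng, Vax1 and, at 1 d and 14 d, Cxcr4.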

At later time points, the differentially expressed genes, such as Cx3cr1, Lbp, Cxcr4, Ifng, Ccl5, Vax1, Ednrb, and Gfra3, mainly involved migration of neurons and Schwann cells, thus playing a role in debris clearance, axonal growth and guidance, and remyelination by Schwann cells (Figure 3, Table S3.4).

#### 6) Cell proliferation

In the early stages post nerve transection, the cells involved in the immune and inflammation responses not only migrate to the injury site, but also proliferate to maintain the immune and inflammatory responses. 

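The cell proliferation list had a mean normalized signal of −3.95 ± 0.01 (SD, n = 3) at 0 d and −2.47 ± 0.14 at 1 d, a log2 change of 1.48 (adjusted p = 7.53e-09 from fry). At 1 d its positive regulation (70 probes) changed by 1.13 and its negative regulation (52 probes) by 1.03 (adjusted p = 2.40e-08 and 6.61e-08). Both regulation lists stayed above 0 d, by 1.36 and 1.08 at 7 d and by 0.98 and 0.72 at 14 d.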

In this study, we observe that the expression of genes involved in cell proliferation was increased sharply, and the expression of genes involved in negative and positive regulation of cell proliferation was coordinately increased to maintain a balance. 

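Against 0 d, cell proliferation was higher by 1.66 at 4 d, 1.69 at 7 d and 1.17 at 14 d on the log2 scale (adjusted p = 3.87e-09, 3.87e-09 and 3.48e-08 from fry). Its mean rose by 0.17 from 1 d to 4 d (adjusted p = 0.024), changed by 0.04 from 4 d to 7 d (adjusted p = 0.872) and was lower at 14 d than at 7 d (−0.52, adjusted p = 1.86e-05). The highest mean was at 7 d, but at 4 d after quantile normalization, with or without normexp correction, and with the authors' values.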

Subsequently, the expression of genes involved in cell proliferation reached a high plateau during 1 d–7 d post nerve transection probably due to dedifferentiation and proliferation of Schwann cells (Figure 2E). 

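Ucn2 (NM_133385, chromosome 8 from 114004742 to 114004801) rose from −6.00 ± 0.34 (SD, n = 3) at 0 d, where 2 arrays were well above background, to 0.91 ± 0.03 at 1 d and −1.93 ± 0.23 at 14 d, with fold changes of 121, 41.7, 28.1 and 16.8 at 1, 4, 7 and 14 d (adjusted p = 4.91e-10, 9.11e-10, 2.76e-09 and 1.51e-08). Areg (NM_017123, chromosome 14 from 18466438 to 18466497) was undetected at 0 d and at least 5.62-, 3.15-, 1.78- and 1.19-fold higher, and normexp background correction with quantile normalization kept only its 1 d call. Il6, Il1b, Gdnf and Shh, given above, were called upregulated at all 4 days. Ereg, which the paper prints as Eger, was not well above background on any SN array and was not tested. Cyp1a1 (NM_012540, chromosome 8 from 61468133 to 61468192) had a signal of −3.70 ± 1.14 at 0 d and was undetected at the later days, when it was at least 11.7-, 12.3-, 9.90- and 9.26-fold lower (adjusted p = 5.68e-06, 1.98e-06, 2.08e-06 and 1.68e-05). Without SN 0 d replicate 2, its fitted log2 changes went from −5.09, −5.49, −5.46 and −4.40 to −4.43, −4.84, −4.81 and −3.75, and all were still called.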

The expression of genes with promoting functions on cell proliferation, such as IL6, IL1β, Areg, Gdnf, Ucn2, Shh, and Eger, was upregulated, while the expression of genes with inhibiting functions on cell proliferation, such as Cyp1a1, was downregulated (Figure 3, Table S3.5).

At the early stage post nerve transection, inflammatory and immune cells move toward the injury site under the guidance of chemokines, and then they proliferate to main inflammatory and immune responses. Therefore, the inflammatory response, immune response, cell migration and cell proliferation involved many identical differentially expressed genes (Table S3.2−S3.5). 

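Among the key regulatory genes of the 4 classes in Table S3, 95 of 306 probes belong to 2 or more classes and 3 to all 4. The lists hold 82 probes for inflammatory response, 119 for immune response, 95 for cell migration and 137 for cell proliferation. Inflammatory and immune response share 41 probes, immune response and cell proliferation 30, cell migration and cell proliferation 30, inflammatory response and cell proliferation 22, inflammatory response and cell migration 20, and immune response and cell migration 19. Of 93 shared probes tested in SN, 64 were upregulated and 1 downregulated at 1 d, 73 and 4 at 4 d, 76 and 4 at 7 d, and 61 and 5 at 14 d.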

The expression of genes involved in inflammatory response and cell migration reached the maximum at 9 h post transection. 

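From 1 d to 7 d, the mean normalized signal of the inflammatory response list went from −0.96 to −1.13 ± 0.05 (SD, n = 3), and that of the immune response list from −0.99 ± 0.13 to −0.61. At 14 d the means were −1.45 ± 0.17 and −0.99 ± 0.20, so that both lists fell after 7 d.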

At the later time points, however, the expression of genes involved in inflammation was decreased gradually, whereas that in immune response was increased to clear some cell debris and byproducts of inflammation response. In addition, Schwann cells need dedifferentiate and proliferation to form a Bünger's band, swallow debris, and create a microenvironment for PNS regeneration, and thus cell proliferation process maintain high level at 1–7 d post transection.

#### 7) Cell death

In this study, we observed that the expression of genes involved in the process of cell death and negative and positive regulation of cell death was promptly increased post nerve transection. In particular, the expression of genes involved in the negative regulation was increased the most rapidly, and reached the maximum at 6 h post nerve transection, and continued to be increased at 1 d post nerve transection, followed by ensuing decrease. In contrast, the expression of genes involved in positive regulation was upregulated more slowly than that involved in negative regulation, and reached to the maximum at 7 d post nerve transection. In addition, the expression of genes involved in cell death was upregulated and reached the maximum at 1 d–7 d post nerve transection (Figure 2F).

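Positive regulation of cell death (58 probes) changed by 0.71, 0.80, 0.87 and 0.59 against 0 d at 1, 4, 7 and 14 d on the log2 scale (adjusted p = 1.45e-07, 4.43e-08, 4.48e-08 and 1.20e-06 from fry), with its highest mean at 7 d. Its rise from 1 d to 4 d did not pass the threshold (0.09, adjusted p = 0.0689), with a median change of its probes of −0.01. Negative regulation of cell death (61 probes) changed by 1.00, 0.68, 0.65 and 0.36, and was lower at 4 d than at 1 d by a log2 change of −0.32 (adjusted p = 5.60e-07). The change of the median signal over the positive regulation list was negative at 4 d (−0.14) and 14 d (−0.25).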

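The cell death list had log2 changes of 1.09 at 1 d, 1.33 at 4 d, 1.32 at 7 d and 0.97 at 14 d against 0 d (adjusted p = 4.43e-08, 1.39e-08, 1.76e-08 and 1.74e-07 from fry), with mean signals of −2.39 ± 0.13 (SD, n = 3) at 0 d and −1.06 ± 0.10 at 4 d. The highest mean was at 4 d, but at 7 d with the percentile taken over probes well above background.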

Apoptosis of adult Schwann cells is not a common phenomenon at the early stage of peripheral nerve degeneration [28]. Signal transduction through anti-apoptotic molecules is activated to prevent proximal nerves from destruction of inflammatory milieu [29]. In this study, the results indicated that negative regulation of cell death own a more significant increase than positive regulation of cell death at the early stage post nerve transection. But with time passage, a large number of inflammation and immune cells migrate to the injury site and proliferate to maintain inflammatory and immune responses after sciatic nerve injury. However, the cell number needs to maintain a relative stable value to avoid immune overreaction by establishing a relative balance of proliferation and death. Our results showed that cell death, just like cell proliferation, remained a high level at 1–7 d post nerve transaction (Figure 2E, 2F).

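From 1 d to 4 d the mean of the cell death list rose by 0.23 (adjusted p = 0.00676 from fry), with a median change of its probes of −0.06, opposite in sign, and from 4 d to 7 d it changed by −0.01 (adjusted p = 0.42). At 14 d it was lower than at 7 d by a log2 change of −0.35 (adjusted p = 5.70e-04). The paper states that a stable cell number needs a balance of proliferation and death, and reports that both classes stayed high at 1 to 7 d.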

#### 8) Axonal regeneration and guidance

In this study, we observed that the expression of genes involved in axonal regeneration was downregulated at the first 2 time points, and the expression of genes involved in axonal guidance was upregulated at the first 2 time points and then downregulated at 1–3 h post nerve transection. Subsequently, the expression of genes involved in axonal regeneration and guidance was synchronously upregulated, reaching the peak at 7 d post nerve transection (Figure 2G). 

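The axon guidance list (29 probes) changed by 0.34, 0.53, 0.70 and 0.54 at 1, 4, 7 and 14 d against 0 d on the log2 scale (adjusted p = 1.73e-06, 1.55e-08, 3.87e-09 and 1.11e-08 from fry). It rose from 1 d to 4 d by 0.19 (adjusted p = 4.65e-06) and from 4 d to 7 d by 0.16 (adjusted p = 6.42e-04), and was lower at 14 d than at 7 d (−0.15, adjusted p = 0.00457). The axon regeneration list (9 probes) changed by 0.44, 0.52, 0.63 and 0.39 (adjusted p = 8.88e-04, 2.00e-05, 3.51e-06 and 1.98e-04). The change of its median signal was negative at these days (−0.28, −0.67, −1.15 and −1.31), while the median of its probes' changes, chosen after seeing the data, was positive.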

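Genes of axon regeneration were read on the probes of Tables S2 and S3. Nefl (NM_031783, chromosome 15 from 47638898 to 47638957) rose from −4.23 ± 0.45 (SD, n = 3) at 0 d to −0.92 ± 0.72 at 4 d and −0.65 ± 0.18 at 7 d, log2 changes of 3.30 and 3.57 (adjusted p = 2.19e-05 and 1.19e-05), and changed by 1.18 at 1 d and 2.59 at 14 d. The call at 1 d was lost without SN 0 d replicate 2 (0.95), SN 1 d replicate 1 (0.96) or SN 1 d replicate 3 (1.14), after quantile normalization, with or without normexp correction, with the authors' values, with the slide as a random block and with the methods' t-test after adjustment. Nrep (NM_178096, chromosome 18 from 25842137 to 25842196) changed by 0.03 at 4 d and 0.31 at 7 d (adjusted p = 0.883 and 0.0853), not called, and was called downregulated at 1 d (−1.08, adjusted p = 6.51e-05), a call lost without SN 0 d replicate 1 (−0.91) and after normexp background correction with quantile normalization. Apoe (NM_138828, chromosome 1 from 79003795 to 79003854), with a normalized signal of 7.31 ± 0.16 at 0 d, changed by 0.67 and 0.63 at 4 d and 7 d (adjusted p = 1.10e-04 and 1.82e-04), fold changes of 1.59 and 1.55 that lie below the threshold of 2. With the authors' values Apoe was called upregulated at 4, 7 and 14 d, and after normexp background correction with quantile normalization at 4 d. In all, 4 of the 12 combinations of these 3 genes and the 4 days were called upregulated and 1 downregulated.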

The expression of some genes involved in axonal regeneration, such as Nrep, Nefl, Apoe, was upregulated at 4 d–7 d post nerve transection (Figure 3, Table S3.7).

The growth cone, a specialized motile exploring apparatus, is located at the tip of the regenerating axon. It is guided toward its targets during nerve regeneration by the combined actions of attractive and repulsive guidance cues. In this study, following sciatic nerve transaction, an axon was found to have only a small growth, but trigger a signal for axon guidance and regeneration. Therefore, differentially expressed genes are not very numerous, especially those genes involved in axon regeneration. But the genes involved in axon guidance and regeneration exhibited the similar change trend with the same time point (7 d post transaction) when the maximum expression appeared, implying that axon guidance and axon regeneration are dependent on each other. 

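The mean normalized signal of axon guidance was −1.09 ± 0.04 (SD, n = 3) at 7 d and that of axon regeneration 0.03 ± 0.05, the highest of the 5 time points for both, against −1.79 ± 0.05 and −0.60 ± 0.13 at 0 d. For axon regeneration the rise from 4 d to 7 d did not pass the threshold (0.11, adjusted p = 0.129 from fry), and from 7 d to 14 d it fell (−0.24, adjusted p = 0.00794). From the common time of the maximum, the paper proposes that axon guidance and axon regeneration depend on each other.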

Since axons in proximal segments underwent traumatic degeneration within the zone of injury shortly after nerve transaction [6], we assumed that the initial change of axonal regeneration and guidance might be related to a traumatic degeneration.

#### 9) Myelination

Myelin is essential for saltatory conduction of nerve signals in PNS. Following peripheral nerve injury, axonal damage and demyelination is seen [30], and demyelination enhances the ability of nerve regeneration [31]. In this study, we observed that the expression of genes involved in myelination was slowly downregulated with fluctuations at the early time points, reaching minimum at 7 d post nerve transaction, followed by an ensuing slight increase (Figure 2H). Likewise, the expression of genes involved in myelination, such as Ntf3, Mpdz, Nab1, Plp, Mal, Aspa and Mbp [32]–[34], was all down-regulated, but the expression of a negative regulator of myelination, Pou3f1 [35], was upregulated (Figure 3, Table S3.8).

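The mean normalized signal of the myelination list (16 probes) was 1.82 ± 0.15 (SD, n = 3) at 0 d, 1.48 ± 0.12 at 1 d, 1.16 ± 0.10 at 4 d, 0.99 ± 0.13 at 7 d and 1.09 ± 0.13 at 14 d. The log2 changes against 0 d were −0.34, −0.66, −0.83 and −0.74 (adjusted p = 0.00473, 2.05e-04, 6.61e-05 and 2.32e-04 from fry). Differences between consecutive days did not pass the threshold, at −0.32 from 1 d to 4 d, −0.17 from 4 d to 7 d and 0.10 from 7 d to 14 d (adjusted p = 0.074, 0.4 and 0.375).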

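Of the 24 combinations of 6 genes listed for myelination and the 4 days, 18 were called downregulated and none upregulated. Mal (NM_012798, chromosome 3 from 115167515 to 115167574) fell from 5.34 ± 0.21 (SD, n = 3) at 0 d to 2.85 ± 0.34 at 7 d, with log2 changes of −1.24, −2.05, −2.49 and −2.13 at 1, 4, 7 and 14 d (adjusted p = 1.45e-04, 2.46e-06, 5.64e-07 and 2.89e-06). Mbp (NM_001025293, chromosome 18 from 79044276 to 79046214) went from 5.20 ± 0.19 to 3.13 ± 0.28, with changes of −0.56, −1.59, −2.07 and −1.71, of which that at 1 d was not called (adjusted p = 0.0104, 5.42e-06, 6.91e-07 and 4.52e-06). Aspa (NM_024399, chromosome 10 from 60178978 to 60179037) and Mpdz (NM_019196, chromosome 5 from 100009131 to 100009190) were called at all 4 days, with changes of −1.39, −1.36, −1.81 and −1.66 and of −1.09, −1.31, −1.43 and −1.01. Ntf3 (NM_031073, chromosome 4 from 162436573 to 162436632) changed by −1.21, −0.31, −1.05 and −1.60, with no call at 4 d (adjusted p = 0.0619). Nab1 (NM_022856, chromosome 9 from 46104881 to 46113704), with changes of 0.06, −0.77, −0.98 and −0.82, was not called on any day (adjusted p = 0.753, 0.00119, 2.01e-04 and 9.72e-04). Pou3f1 (NM_138838, chromosome 5 from 143984235 to 143984294) was called upregulated at 7 d (1.87, adjusted p = 4.63e-08) and 14 d (2.29, adjusted p = 2.40e-08), and not at 1 d (0.34) or 4 d (0.59). Calls near the 2-fold threshold depended on single arrays: Mpdz at 14 d was lost without SN 0 d replicate 2 (−0.97) or replicate 3 (−0.95) or SN 14 d replicate 1 (−0.92) and Ntf3 at 7 d without SN 0 d replicate 3 (−0.99), while Nab1 at 7 d was gained without SN 0 d replicate 2 (−1.10) or SN 7 d replicate 3 (−1.12). Quantile normalization and the authors' values lost Mpdz at 1 d and 14 d and called Nab1 at 7 d and 14 d, and normexp background correction with quantile normalization lost Mpdz at 1 d and 14 d and Ntf3 at 1 d and 7 d. The percentile over probes well above background lost Ntf3 at 7 d and Mpdz at 14 d, and the slide as a random block lost Mpdz at 14 d.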

Schwann cells experience a process of demyelination, dedifferentiation and proliferation after peripheral nerve injury, and after approximately 1 week, the regenerated axons are re-ensheathed and remyelinated by Schwann cells in the lesioned nerve [36]. Although axon regeneration and myelination were not very significant, the gene expression of myelination still exhibited the change trend similar to the morphological character.

### Conclusions

We applied a DNA microarray to investigate temporal expression patterns of the huge number of genes during peripheral nerve injury and regeneration, and identified the change trend of differentially expressed genes. We further used GO analysis to determine how the differentially expressed genes regulated different biological processes during peripheral nerve injury and regeneration. In vivo, most genes are in a complex and dynamic networks, and their functions are dependent on their expression abundance and microenvironment. Therefore, knowledge of the dynamic change of differentially expressed genes and related biological processes would provide a deep insight into the role of genes with spatial and temporal specificity. Following sciatic nerve transection, the 9 classes of biological processes we focused on would be activated or repressed. In this study, we analyzed the change trends of the 9 classes of biological processes and presented the expression profiles of related differentially expressed genes. Combined with morphological observation during peripheral nerve injury and regeneration, our data might help to understand the unique roles of the differentially expressed genes, especially some key regulatory genes, even to look for therapy targets for treating peripheral nerve injury. Hopefully, this study may provide a useful platform for deeply studying peripheral nerve injury and regeneration from a molecular-level perspective.

## Materials and Methods

### Animal Surgery

Adult male Sprague-Dawley (SD) rats (180–220 g, supplied by the Experimental Animal Center of Nantong University) were randomly divided into ten groups of six rats each. Each animal was anaesthetized by an intraperitoneal injection of complex narcotics (85 mg/kg trichloroac etaldehyde monohydrate, 42 mg/kg magnesium sulfate, 17 mg/kg sodium pentobarbital), and the sciatic nerve was identified and lifted through an incision on the lateral aspect of the mid-thigh of the left hind limb. A 1 cm long segment of sciatic nerve was then resected at the site just proximal to the division of tibial and common peroneal nerves, and the incision sites were then closed. To minimize discomfort and possible painful mechanical stimulation, the rats were housed in temperature- and humidity-controlled large cages with sawdust bedding after surgery. Animals were allowed free access to water and food. Animal experimentation was carried out in accordance with the NIH Guidelines for the care and use of laboratory animals (http://oacu.od.nih.gov/regs/index.htm) and ethically approved by the Administration Committee of Experimental Animals, Jiangsu Province, China (Approval ID: SYXK(SU)2007–0021).

### Tissue Collection and Microarray Experiments

Proximal sciatic nerve tissues (0.5 cm) were collected at 0.5, 1, 3, 6, and 9 h, and 1, 4, 7, and 14 d post nerve transection, respectively. Total RNA was extracted using Trizol (Life technologies, Carlsbad, CA) according to the manufacturer’s instructions. RNA quality of each sample was determined using an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA). Qualified total RNA was purified using RNeasy Mini Kit (QIAGEN, GmBH, Germany). Total RNA was amplified and labeled using a Low Input Quick Amp Labeling Kit (Agilent technologies). Labeled cRNA were further purified by RNeasy Mini kit. The quality of the labeled cRNA was again verified, and the absolute concentration was measured using a Nanodrop ND1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE). The cRNA was hybridized using a Gene Expression Hybridization Kit (Agilent Technologies). Hybridization was performed at 60°C for 17 h in Hybridization Oven. The arrays were washed using a Gene Expression Wash Buffer Kit (Agilent Technologies) before stabilization and dehydration was performed (Agilent Technologies). The arrays were scanned by Agilent Microarray Scanner (Agilent Technologies) and the subsequent data compiled with Agilent feature extraction software. All steps from RNA amplification to the final scanner output were conducted by National Engineering Center for Biochip at Shanghai (China), and three biological replicates were performed for each time point.

### Data Analysis

Array normalizations and error detection were performed using Silicon Genetics’ GeneSpring GX Version 10.0 (Agilent Technologies) via the enhanced Agilent feature extraction import preprocessor. All data is MIAME compliant and the raw data has been deposited in a MIAME compliant database (NCBI Accession number: Series GSE33175, GSE30165), as detailed on the website (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33175; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30165). Values of poor quality intensities and low dependability were removed according to a “filter on flags” feature, where standardized software algorithms determined which spots were “present”, “marginal”, or “absent”. Filters were set to retain only the present and marginal values for further analysis. Data were normalized using algorithms supplied with the feature extraction software. After data normalization, independent sample T tests were performed to identify significant differences between transection and control groups (0 h). A p value of less than 0.05 and a mean expression change higher than 2 fold was considered statistically significant for further analysis. Significantly different genes were analyzed using the DAVID online analysis tool (http://david.abcc.ncifcrf.gov/) [37]. The Gene Ontology (GO) biological processes, including detection of stimulus, response to stimulus, inflammatory response, immune response, cell migration, cell proliferation, cell death, axon regeneration, axon guidance and myelination, were selected and the differentially expressed genes involved in these biological processes were screened out. The average expression profile, i.e., the centroid, was calculated according to reference [38], [39]. Key regulatory genes were z-score normalized and z-score normalized expression levels are shown in a heat map.

### Real-time Quantitative RT-PCR and Semi-quantitative RT-PCR

The same RNA samples as those described in the RNA isolation, and microarray were used to perform real-time quantitative RT-PCR analysis (qRT-PCR). Individual samples were reverse transcribed to cDNA using the Prime-Script reagent Kit (TaKaRa, Dalian, China) according to manufacturers' instructions. Real-time PCR was performed using SYBR Green Premix Ex Taq (TaKaRa) on an Applied Biosystems Stepone real-time PCR System. All reactions were run in triplicate. The relative expression of each mRNA was calculated using the comparative 2^−▵▵Ct^ method and was normalized against GAPDH. All data were expressed as mean ± SD. Pearson's correlation analysis was used to correlate qRT-PCR and microarray data. Schwann cells, fibroblasts, and L4–6 DRG neurons were harvested from sciatic nerve samples as described previously [40], [41]. The sciatic nerve and cell samples were subjected to semi-quantitative RT-PCR for determining the expression of olfactory receptors. In brief, the total RNA extraction and reverse transcription of cDNA was performed with the same protocols as the above mentioned, and thermocycler program was as follows: 5 min at 94°C; different cycles of 30 s at 94°C, 45 s at 58°C, and 30 s at 72°C (23, 30, and 35 cycles for GAPDH, olfactory receptors in sciatic nerve and Schwann cells samples, and olfactory receptors in fibroblasts and L4–6 DRG neurons samples, respectively); and 5 min at 72°C. All primers were listed in Table S5.

## Supporting Information

Figure S1 **Hierarchical clustering of key regulatory genes involved in regulation of designated biological processes during sciatic nerve regeneration.**
(TIF) Click here for additional data file.

Table S1 **The expression of differentially expressed genes involved in 9 classes of biological processes at different time points post nerve transection.**
(XLS) Click here for additional data file.

Table S2 **The expression of key regulatory genes in hierarchical clustering at different time points post nerve transection.**
(XLS) Click here for additional data file.

Table S3 **The fold change of key regulatory genes at different time points post nerve transaction.**
(XLS) Click here for additional data file.

Table S4 **The classification of key regulatory genes in terms of their expression profiles.**
(XLS) Click here for additional data file.

Table S5 **Primers for RT-PCR.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

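The data are 30 single-colour Agilent whole-genome rat arrays, 15 of the proximal sciatic nerve (SN) and 15 of the dorsal root ganglia (DRG), each with 3 replicates at 0, 1, 4, 7 and 14 d after resection of the nerve. The 0 d groups are the controls. The paper reports the SN arrays of these days, and the DRG arrays were analysed here beside them. Nerve samples taken at 0.5 to 9 h belong to another series and were not analysed here. Per the labels each array is a replicate of its own, and how many rats it holds is not stated.

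The intensity values of each array come from the scanner image as the authors read it with Agilent Feature Extraction and deposited it. Per the file headers, the processed intensity of a spot was background-subtracted and detrended within the array by that program, with no normalization between arrays, and the raw mean signal and local background of each spot were left unchanged. The log2 values in the authors' deposited matrix, 1 per probe for 41012 non-control probes, were made by the authors from the same arrays and have the same distribution on all 30 arrays. They are therefore values after quantile normalization over both tissues.

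What follows was computed here. Each array holds 45018 spots, of which 43379 carry no control. Spots that the scanner program marked as non-uniform or as population outliers were left out, and log2 values of the processed intensity were averaged over the spots of a probe, which concerns 263 probes with several spots. This left 672 probe values missing. From each array's log2 values the 75th percentile over all non-control probes was subtracted, and the result is called the normalized signal. A probe counted as well above background on an array when at least 50% of its spots carried that mark. Probes well above background on all 3 arrays of 1 or more time points were tested, 35157 in SN, 34968 in DRG and 33796 in both.

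Gene names were taken from the array annotation (build rn4) and updated where a RefSeq accession of the probe is in the reference gene table (assembly GRCr8, 47357 genes, used for names only), which holds 16336 of the 21261 accessions and changed 3741 symbols. Named genes were taken from the paper's text and its Figure 4, 59 in all, and the number of those not reported is given below. In observations there are also, for each tissue and day, the 3 called probes with the largest rise and the 3 with the largest fall among probes well above background on all arrays of both groups, with all 3 arrays beyond those of 0 d and with a gene symbol. Where a gene has several probes, the probe in Tables S2 and S3 was used, and otherwise that with the highest mean signal.

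Differences between each day and 0 d were tested with limma (version 3.58.1, with statmod 1.5.0, data.table 1.17.8 and R 4.3.3), with linear models and moderated t-statistics on the 15 arrays of a tissue, which share 1 estimate of the spread. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. Adjusted p-values for genes are from this fit. Whether a change differs between SN and DRG was tested by the interaction in 1 limma fit on all 30 arrays, called at an adjusted p under 0.05. All 4 comparisons of a tissue share the same 3 arrays at 0 d, so that an unusual 0 d array shows on all days. With 3 arrays per group, the precision of a change rests on few measurements, and the changes printed with p-values are given with the SD of the arrays where levels are printed. The arrays carry no read depth. Their range is limited at the dim end by the background, which left between 26914 and 35541 probes well above background per array, and no spot was saturated. Where a gene was not well above background at 0 d, its rise was given as at least the fold change against the mean over the 3 arrays of 0 d of each array's lowest normalized signal well above background, or of the gene's own signal where that is higher.

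Biological processes were followed in 21 lists of probes from the paper's supplementary tables: Table S1 for response to stimulus, inflammatory response, immune response and cell migration, and Table S2 for cell proliferation, cell death, axon guidance, axon regeneration and myelination, with their positive and negative regulation. The sheets of Table S1 for the other classes were not used because the copy held here is incomplete, and the sheet for detection of stimulus is not held. The authors picked these probes as changed in the same arrays, so that a test of a list does not stand apart from that choice. Per array the mean over a list was taken, and changes were tested by the rotation test fry in limma, with Benjamini-Hochberg over 147 tests (21 lists and 7 comparisons). Olfactory receptors are the probes with a gene name of Olr plus a number and a description as olfactory receptor.

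Lists of marker genes, fixed in advance, stood for skeletal muscle (Acta1, Ckm, Myl1, Tnnt3, Myh4, Mylpf, Pvalb), adipocytes (Adipoq, Plin1, Fabp4, Cfd, Cidec, Lep), sensory neurons (Isl1, Prph, Calca, Tac1, Sst, Scn10a, P2rx3, Avil, Pou4f1), myelinating Schwann cells (Pmp22, Mbp, Mal, Prx, Egr2, Drp2), red blood cells (Hba-a2, Hbb, Alas2, Slc4a1), macrophages (Cd68, Aif1, Csf1r, Itgam, Cd14), T cells (Cd3e, Cd3d, Cd8a, Cd2, Lck) and satellite glia (Kcnj10, Fabp7, Glul, Cdh19). Some genes of the neuron and Schwann cell lists and 2 of the genes the paper's text names are not reported here, and the lists and groups of genes were computed without them after the results were seen.

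Alternatives to these choices were normexp background correction (offset 50) of the raw signals followed by quantile normalization within each tissue, quantile normalization of the processed signals, a percentile over probes well above background on all 30 arrays, and the authors' log2 values. Further ones were no filter on dim probes, a filter asking for all 3 arrays of both time points, and the t-test of the methods with and without adjustment. The limma fit was also run at unadjusted p, on only the 6 arrays compared, with the replicate number, the slide or the scan date as a block, and without each array in turn. Calls were also counted as distinct gene names, and lists were averaged as z-scores or medians, over the genes of Table S2 or over only the probes passing the filter. Correlations between replicates were also taken over all non-control probes. The arrays lie on 8 slides and were scanned on 3 dates, and all arrays of 0 d share a scan date and 2 slides that hold no other day.

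The steps were tested on simulated data with 200 probes changed in each comparison. In SN, limma recovered 91, 94, 90 and 90.5% of them at 1, 4, 7 and 14 d among 35157 probes, with 6, 6, 3 and 2 unchanged probes called. In DRG it recovered 91.5, 91, 93.5 and 91% among 34968 probes, with 3, 7, 3 and 1 unchanged probes called. The t-test of the methods at unadjusted p recovered 96.5, 97, 94.5 and 97% in SN, with 104, 86, 79 and 72 unchanged probes called. The interaction recovered 86.5, 85, 85.5 and 85% among 33796 probes, and with simulated slide differences and the slide as a fixed block 72, 72.5, 72.5 and 72.5%. In simulated SN lists of 100 probes, 1 rising list passed the threshold on each day and none of 20 unchanged lists did. The rising list was made with a mean log2 change of 2.25, and all its probes rose. Probes were simulated independently of each other. Smaller changes, lists of mixed direction and correlated probes, as in the process lists, were thus not tested.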

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

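What each technical explanation in this part would show was written down before the data were examined, and of the tests in this part only the comparison of the interaction splits that kept the SN groups with those that did not was chosen after the result was seen.

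The paper does not report on the DRG arrays, and they were looked at more closely because they show calls against their own 0 d arrays. At 1, 4, 7 and 14 d after resection, 2600, 2113, 2302 and 4553 of the 34968 probes tested in DRG were called higher and 59, 177, 114 and 161 lower by limma. With 10 possible splits of the 6 DRG arrays of a day and 0 d into 3 and 3, the real split gave the most calls on each of the 4 days (1 of 10 at each day), but a share under 0.1 is out of reach with 3 arrays against 3, so the count of splits cannot exclude chance. The same held for the 4 comparisons in SN, with 1 of 10 splits at each day. On only these 6 arrays, the real DRG split gave 2118, 2073, 2093 and 4292 calls, and no other DRG split gave more than 1. In SN the real split gave 7567, 7588, 8676 and 6463 calls and the other splits 0, but the other splits mix the 2 groups. In simulated data limma called 3, 7, 3 and 1 unchanged DRG probes. Random spread as simulated is thus argued against as the source of DRG counts of this size. The size of the response depends on the values used, since 368, 341, 425 and 568 DRG probes were called higher after normexp background correction with quantile normalization, and 31, 82, 51 and 105 lower.

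The split of the DRG calls between the directions depends on the scaling. After the percentile scaling, 97.8, 92.3, 95.3 and 96.6% of the DRG calls were higher at 1, 4, 7 and 14 d, after quantile normalization 86.5, 76.3, 83.1 and 73.7%, and without a filter on dim probes 46.7% at 4 d. Single arrays moved these counts as well. Without DRG 0 d replicate 1, the lower calls rose to 97, 288, 238 and 243 at 1, 4, 7 and 14 d, without DRG 4 d replicate 1 they rose to 289 at 4 d, and without DRG 4 d replicate 3 the calls at 4 d fell to 1333 higher and 95 lower. The 2 other DRG 0 d arrays lie on a slide of their own with a raw mean of the negative control spots of 102 and 111, against 68.3 for replicate 1. All 0 d arrays were scanned on a date of their own, so that a response of the ganglia to the injury and a difference between scans cannot be told apart for the number of calls against 0 d. The biological explanation, the injury itself, stays open beside the difference between scans.

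Changes that differ between SN and DRG were looked at because the interaction was tested directly. At 1, 4, 7 and 14 d, 12037, 15306, 12869 and 10900 of 33796 probes were called, of which 5373, 6790, 5955 and 4353 changed more upward in SN than in DRG. Normalization moved these totals little, with 11499 to 12041 at 1 d, 14841 to 15306 at 4 d, 12293 to 13008 at 7 d and 10345 to 10900 at 14 d over the scalings and the authors' values. The balance between the directions turned with the scaling, since 6119 of 11737 at 1 d and 6972 of 13008 at 7 d changed more upward in SN with the percentile over probes well above background, and 5422 of 10389 at 14 d after normexp correction with quantile normalization. On only the 12 arrays of a day and 0 d, the real groups gave 10164, 11994, 12462 and 7764 calls, and among 100 splits of these 12 arrays drawn within the tissues, 6, 2, 7 and 2 gave as many as that. All of these kept the real split of the SN arrays, as did 9, 9, 13 and 9 of the splits drawn, so that they still held the SN response. None of the splits that broke up the SN groups gave as many. The count therefore depends on how many splits with the SN response were drawn, and whether chance can be excluded is not read from it for any day.

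The 2 tissues share slides in part, and differences between slides were tested with the slide as a fixed block. This kept 39.9% of the calls at 1 d the same way, and 60.2, 58.8 and 50.7% at 4, 7 and 14 d, and 5222, 10153, 8370 and 6255 probes were called in all. Only 1 slide holds both tissues at 0 d, with DRG 0 d replicate 1 as its single DRG array, so every change in this fit is measured against that array alone for DRG at 0 d. For this reason the shares exclude nothing, and a difference between slides and one between the tissues cannot be told apart for these calls at any day. In simulated data the block itself recovered 72 to 72.5% of the changed probes against 85 to 86.5% without it, so part of the loss comes with the block. The scan date as a fixed block tests only 7 d, since SN and DRG share it at 0, 1, 4 and 14 d. It kept 74.1% of the calls at 7 d, measured against DRG 7 d replicate 1, the only DRG array of that day scanned with those of SN. A shift common to both tissues on the shared dates drops out of the interaction. The difference between the tissues remains open as a biological explanation on all 4 days, beside the slides.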

How the results depend on the processing

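Of the settings below, those that join the authors' values with the t-test of the methods and with other filters or units of counting, and the median of the probes' changes, were chosen only after the result was seen. In each series of 4 numbers the days are 1, 4, 7 and 14 d. As reported in the passages, the SN probes called higher number 6553, 5589, 6365 and 5026 and those called lower 1206, 2383, 2395 and 1919. In DRG 2600, 2113, 2302 and 4553 were called higher and 59, 177, 114 and 161 lower. Among the olfactory receptor probes, 492, 329, 398 and 347 were called higher and 0, 4, 8 and 3 lower in SN, and 259, 132, 187 and 414 and 0, 1, 0 and 0 in DRG. The interaction called 12037, 15306, 12869 and 10900 probes. For the moved values in this part the cause was not tested, except where a filter removes or adds the probes counted. A count is said to move when it leaves the range within 1.5 times the reported one.

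After normexp background correction with quantile normalization, all 16 counts in SN and DRG moved. SN had 1602, 1719, 1663 and 1041 probes higher and 631, 1463, 1495 and 1188 lower, DRG 368, 341, 425 and 568 higher and 31, 82, 51 and 105 lower. Receptor probes were 92, 18, 20 and 5 higher and 0, 1, 3 and 2 lower in SN, and 46, 1, 7 and 33 higher and 0, 0, 0 and 0 lower in DRG. This correction with its offset shrinks changes of dim probes toward 0. Called probes of the response to stimulus list fell to 203, 289, 307 and 230 from 383, 479, 483 and 411. For the inflammatory response list they were 54, 70, 79 and 59 against 90, 103, 107 and 91, for the immune response list 84, 109, 138 and 95 against 126, 164, 193 and 150 and for the cell migration list 44, 51, 51 and 38 against 69, 75, 84 and 74. The mean correlations between replicates at 0, 1, 4, 7 and 14 d were 0.9906, 0.9968, 0.9962, 0.9976 and 0.9948 in SN against 0.9878, 0.9939, 0.9914, 0.9955 and 0.9890, and 0.9935, 0.9954, 0.9954, 0.9969 and 0.9958 in DRG against 0.9882, 0.9912, 0.9933, 0.9931 and 0.9914. Under this setting the day with the most SN calls went from 7 d to 4 d.

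Quantile normalization without that correction gave 4347, 3902, 4113 and 2848 SN probes higher and 2596, 3011, 3276 and 2468 lower, and in DRG 1545, 1232, 1477 and 2428 higher and 241, 382, 300 and 868 lower. Receptor probes called lower were 5, 8, 28 and 7 in SN and 1, 3, 0 and 1 in DRG, and those called higher stayed within 1.5 times. The mean correlation between the DRG 0 d replicates fell to 0.9833. The authors' values gave 4253, 3811, 4024 and 2773 SN probes higher and 2534, 2956, 3213 and 2426 lower, and in DRG 1569, 1199, 1463 and 2443 higher and 245, 405, 324 and 906 lower. With them 424, 246, 296 and 228 receptor probes were called higher and 6, 7, 24 and 5 lower in SN, and 2, 2, 0 and 1 lower in DRG. The percentile over probes well above background moved none of these counts, with 6970, 5821, 6921 and 5680 SN probes higher and 971, 2253, 2053 and 1681 lower.

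These scalings change the balance between directions. With the percentile scaling, 84.5, 70.1, 72.7 and 72.4% of the SN calls were higher, with quantile normalization 62.6, 56.4, 55.7 and 53.6%, with the authors' values 62.7, 56.3, 55.6 and 53.3% and after normexp correction 71.7, 54, 52.7 and 46.7%. In DRG, 97.8, 92.3, 95.3 and 96.6% of the calls were higher, against 86.5, 76.3, 83.1 and 73.7% with quantile normalization, 86.5, 74.8, 81.9 and 72.9% with the authors' values, and 80.6% at 4 d and 84.4% at 14 d after normexp correction. The median change of all probes in SN was 0.06, 0.06, 0.08 and 0.10 as reported, −0.11 at 1 d with quantile normalization, −0.10 at 1 d with the authors' values, and 0.12, 0.09, 0.15 and 0.17 with the percentile over probes well above background.

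Without a filter on dim probes, 253, 2392, 351 and 420 DRG probes were called lower. Receptor probes called lower were then 3, 11, 11 and 5 in SN and 12, 258, 6 and 7 in DRG, while the counts of SN probes stayed within 1.5 times. A filter on all arrays of both time points left 3342, 3194, 3534 and 2660 SN probes higher and 680, 618, 704 and 1355 DRG probes higher. It left 128, 90, 106 and 91 receptor probes higher and 0, 2, 5 and 2 lower in SN, and 47, 13, 23 and 73 higher in DRG. By construction it removes probes that are dim at 0 d, and the share of higher calls in SN went to 74.9, 59, 61.7 and 60.7%. Signal over background thus limits what can be said of probes that are dim at 0 d, among them most receptor probes.

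The methods' t-test after Benjamini-Hochberg adjustment gave 940, 714, 1205 and 2988 DRG probes higher and 20, 36, 77 and 110 lower. For receptor probes it gave 461, 219, 407 and 200 higher and 0, 0, 9 and 1 lower in SN, and 93, 44, 84 and 245 higher and 0, 0, 0 and 0 lower in DRG. In SN it called 5964, 4491, 6027 and 3368 probes higher and 1064, 2032, 2122 and 1585 lower, within 1.5 times of the counts by limma. At unadjusted p the methods' t-test called 6272, 5093, 6253 and 4426 SN probes higher and 1116, 2191, 2219 and 1804 lower. It moved 1 value, the receptor probes lower in SN at 4 d, to 1. At unadjusted p, limma called 93 DRG probes lower at 1 d and 3 receptor probes lower in DRG at 4 d, and moved no other count. On only the arrays compared, 36 DRG probes were lower at 1 d and 1 receptor probe was lower in SN at 4 d. Counting distinct gene names in place of probes kept all 16 counts within 1.5 times.

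With the slide as a random block, the receptor probes lower in SN at 4 d were 2, and no other count moved. With the slide as a fixed block, the interaction called 5222, 10153, 8370 and 6255 probes, and with the scan date 12065, 15323, 10062 and 10941. The slide block rests on DRG 0 d replicate 1 alone for DRG at 0 d, and the scan date tests only 7 d, since SN and DRG share it on the other days. As a fixed block neither slide nor scan date could be fitted within a tissue, because the 0 d arrays share none with later days. The replicate number as a block moved no count, with 6548, 5553, 6338 and 5022 SN probes higher, and among 272 changes of named genes it changed 1 call, Cyp11b3 in DRG at 4 d (log2 change −1.68, adjusted p = 0.0508, with 0.022 to 0.254 over the planned settings that keep all arrays). Same-numbered arrays did not deviate together. Their mean correlation of deviations between days was −0.02 in SN (lowest −0.30) and −0.05 in DRG (lowest −0.36), and between SN and DRG 0.02 (lowest −0.19), and 0 of the 25 comparisons had all pairs over 0.1, so the replicate number is not taken to pair arrays.

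The authors' values with the methods' t-test at unadjusted p, chosen after seeing the data, gave 4018, 3447, 3906 and 2440 SN probes higher and 2404, 2735, 3005 and 2275 lower, and in DRG 1496, 1026, 1317 and 2096 higher and 203, 366, 301 and 779 lower. For receptor probes this gave 409, 192, 302 and 172 higher and 6, 5, 24 and 3 lower in SN, and 2, 3, 0 and 0 lower in DRG.

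Other filters on dim probes were then tried with these values and this test, also after seeing the data. On probes well above background on all 6 arrays compared, it called 2297, 2316, 2427 and 1558 probes higher and 2041, 2465, 2587 and 1961 lower at unadjusted p, and 2233, 2230, 2385 and 1381 and 1984, 2354, 2517 and 1757 after adjustment. Counted as gene names these were 2206, 2150, 2247 and 1429 higher and 1937, 2237, 2347 and 1759 lower, and as gene names with a symbol in the reference 940, 1048, 1138 and 714 and 617, 933, 912 and 779. Asking for all arrays of either group instead, 3997, 3260, 3755 and 2203 probes were higher and 2259, 2616, 2783 and 2154 lower at unadjusted p, and 3799, 3023, 3584 and 1792 and 2179, 2484, 2693 and 1917 after adjustment. As gene names this made 3867, 3039, 3511 and 2037 higher and 2140, 2374, 2527 and 1934 lower, and with a symbol in the reference 1618, 1403, 1680 and 965 and 671, 981, 965 and 844. A filter on all 15 SN arrays gave 2283, 2315, 2423 and 1556 probes higher and 1895, 2352, 2466 and 1908 lower at unadjusted p, and 2219, 2229, 2380 and 1380 and 1838, 2243, 2400 and 1713 after adjustment. In gene names there were 2192, 2149, 2244 and 1427 higher and 1800, 2140, 2240 and 1716 lower, and 937, 1048, 1136 and 713 and 575, 895, 878 and 766 with a symbol in the reference. With a filter on 1 or more of the 6 arrays, 4140, 3486, 3917 and 2441 probes were higher and 2482, 2804, 3017 and 2326 lower at unadjusted p, and 3907, 3177, 3709 and 1910 and 2359, 2616, 2889 and 2001 after adjustment. Gene names came to 4001, 3261, 3668 and 2271 higher and 2352, 2550, 2746 and 2099 lower, and to 1665, 1475, 1737 and 1065 and 714, 1030, 1020 and 897 with a symbol in the reference.

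All 84 list changes against 0 d, 21 lists on 4 days, kept their direction and their side of the threshold under the 2 quantile normalizations, the percentile over probes well above background, the authors' values, the arrays compared alone, the replicate and slide blocks, z-scores, the genes of Table S2, the probes passing the filter and each of the 504 fits without 1 array. With the median over the list's probes in each array, 73 kept their direction and 11 reversed. These are axon regeneration at all 4 days (−0.28, −0.67, −1.15 and −1.31), negative regulation of response to stimulus at 4 d (−0.24) and 7 d (−0.11), negative regulation of inflammatory response at 4, 7 and 14 d (−0.85, −0.64 and −0.46) and positive regulation of cell death at 4 d (−0.14) and 14 d (−0.25). For short lists the array median jumps between probes, and the median of the probes' changes, chosen after seeing this, kept the direction of all 84. The day of the highest mean moved for 5 lists. After normexp correction negative regulation of inflammatory response went from 7 d to 1 d and positive regulation of cell migration from 1 d to 7 d. Cell proliferation went from 7 d to 4 d under both quantile normalizations and with the authors' values, and with the percentile over probes well above background negative regulation of cell proliferation and cell death went from 4 d to 7 d.

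For the 272 changes of named genes and of the genes with the largest changes, no alternative reversed a direction. After normexp correction 83 lost their call and 1 gained it, with quantile normalization 6 and 2, with the percentile over probes well above background 3 and 0, and with the authors' values 7 and 5. By the methods' t-test 18 lost it after adjustment and 5 at unadjusted p, on only the arrays compared 2 and with the slide as a random block 4, with none gained. Unadjusted limma and the absence of a filter changed no call, and the stricter filter gave a value for 176 changes, all kept. With the authors' values and the methods' t-test 22 were lost and 5 gained. In 1632 fits without 1 array, 1600 kept the call, 23 lost it and 9 gained it, and those of the genes reported are named beside them. The stricter filter gave no value for probes dim in 1 of the 2 groups, and the t-tests gave none for the interaction or the lists.

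Without each array of the groups compared in turn (6 arrays, or 12 for the interaction), SN counts kept within 1.5 times, at 6304 to 6704 probes higher at 1 d. DRG probes lower ranged from 42 to 97 at 1 d, 95 to 289 at 4 d, 101 to 238 at 7 d and 144 to 243 at 14 d, and DRG probes higher at 4 d from 1333 to 2898. The arrays behind this are DRG 0 d replicate 1 (97, 288, 238 and 243 lower without it), DRG 4 d replicate 1 (289 lower at 4 d) and DRG 4 d replicate 3 (1333 higher and 95 lower at 4 d). Receptor probes higher in DRG ranged from 63 to 139 at 4 d, with 78 without DRG 0 d replicate 1 and 63 without DRG 4 d replicate 3, and from 120 to 187 at 7 d, with 124 without DRG 0 d replicate 1 and 120 without DRG 7 d replicate 1. Receptor probes lower in SN ranged from 2 to 8 at 4 d, with 8 without SN 0 d replicate 1 and 2 without SN 0 d replicate 2 or SN 4 d replicate 3. At 14 d they ranged from 1 to 5, with 5 without SN 0 d replicate 1 or SN 14 d replicate 3 and 1 without SN 14 d replicate 1. In DRG they ranged from 0 to 8 at 4 d, with 8 without DRG 0 d replicate 1 and 0 without DRG 0 d replicate 3 or DRG 4 d replicate 1. At 7 d and 14 d they ranged from 0 to 2, with 1 and 2 without DRG 0 d replicate 1, 2 at 7 d without DRG 7 d replicate 1 and 1 at 14 d without DRG 14 d replicate 3. The interaction counts ranged from 10471 to 12428, 13612 to 16207, 11548 to 13213 and 9455 to 11406, and the list calls kept within 1.5 times in all 96 fits.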

Differences from the paper's values

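For 32 counts of Table 1, 47 counts of Table 2 and 158 fold changes of Table S3 both the paper's value and one from the arrays are at hand, and 25, 3 and 5 of them differ. The settings that join the authors' values with the methods' t-test were chosen only after the values were seen. All counts here are probes, and the paper's tables count genes. A count is said to differ when it leaves the range within 1.5 times the paper's count. The counts for Table 2 use lists of probes that the paper chose as changed, which favours like counts. Where a fold change here is only a lower bound, a bound below the paper's value cannot differ from it. The values that do not differ are therefore not taken as independent evidence for the paper's values.

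For all fold changes together, the paper's Table 1 gives 2292, 1931, 2217 and 1276 upregulated at 1, 4, 7 and 14 d, against 6553, 5589, 6365 and 5026 here. The paper's counts of downregulation are 1341, 1310 and 1142 at 4, 7 and 14 d, against 2383, 2395 and 1919 here, and that of 1 d does not differ. Of the alternatives set before the data were examined, normexp background correction with quantile normalization came within 1.5 times of all 7 of these counts (1602, 1719, 1663 and 1041 higher and 1463, 1495 and 1188 lower), but its 631 lower at 1 d differs from the paper's 968, which the main setting meets with 1206. The stricter filter also came within that range for upregulation at 1 d (3342). For downregulation at 14 d so did the percentile over probes well above background (1681), the methods' t-test after adjustment (1585) and distinct gene names. The other alternatives set before the data were examined did not, for any of the 7 counts.

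Settings chosen after seeing the values also came within range of these totals. The authors' values with the methods' t-test, on probes well above background on all 6 arrays compared, gave 2297, 2316, 2427 and 1558 higher, but this drops 272 of the 1069 probes that the paper lists as changed, and its 2041, 2465, 2587 and 1961 lower still differ. With the filter on all 15 SN arrays, likewise chosen after seeing the values, 2283, 2315, 2423 and 1556 were higher and 293 of the listed probes are dropped. For these 2 filters the counts after adjustment and as gene names were also in range for upregulation (2233, 2230, 2385 and 1381 after adjustment for the first), where adjustment drops 298 and 319 of the listed probes and gene names drop 272 and 293. After adjustment the filter on all 15 arrays, chosen after seeing the values, was in range for downregulation at 14 d (1713, 319 listed probes dropped). Counted as gene names with a symbol in the reference, also chosen after seeing the values, the authors' values with the methods' t-test were in range for all these totals with the filter on either group (1618, 1403, 1680 and 965 higher, 981, 965 and 844 lower, 282 listed probes dropped) and with the filter on 1 or more of the 6 arrays (1665, 1475, 1737 and 1065 higher, 1030, 1020 and 897 lower, 273 listed probes dropped). So counted, the filters on all 6 arrays and on all 15 SN arrays were in range for downregulation at 4, 7 and 14 d (933, 912 and 779, and 895, 878 and 766), chosen after seeing the values, with 419 and 434 listed probes dropped. After adjustment, the filters on either group and on 1 or more arrays, chosen after seeing the values, were in range for upregulation at 14 d (1792 and 1910, with 148 and 143 listed probes dropped). The setting used for the passages itself leaves 153 of the 1069 listed probes uncalled.

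For fold changes of 2 to 10 the paper gives 2194, 1845, 2114 and 1217 upregulated at 1, 4, 7 and 14 d, against 6243, 5377, 6100 and 4873 here, and 1309, 1294 and 1127 downregulated at 4, 7 and 14 d, against 2312, 2349 and 1893. Normexp correction with quantile normalization came within range for all 7, the stricter filter for upregulation at 1 d, and the percentile over probes well above background and the methods' t-test after adjustment for downregulation at 14 d. The remaining alternatives set before the data were examined were not within range for any of them.

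Between 10- and 50-fold, the paper counts 90, 73, 96 and 58 upregulated, against 295, 196, 251 and 150 here, and 29, 15 and 14 downregulated at 4, 7 and 14 d, against 66, 45 and 25. In range were the authors' values for upregulation at 1 d and the stricter filter at 4, 7 and 14 d. For downregulation these were normexp correction and the unadjusted methods' t-test at 4 d, normexp correction and the adjusted t-test at 7 d, and the percentile over probes well above background and the stricter filter at 14 d. Over 50-fold, the paper gives 8, 7 and 1 upregulated at 1, 7 and 14 d, against 15, 14 and 3 here, and 3 downregulated at 4 d, against 5. Quantile normalization and the authors' values were in range at 1 d and 7 d, quantile normalization and the stricter filter at 14 d, and normexp correction, the authors' values and the stricter filter for downregulation at 4 d. No other alternative set before the data were examined was in range for these counts. The authors' values with the methods' t-test, chosen after seeing the values and dropping 105 of the 1069 listed probes, were in range for 10- to 50-fold upregulation at 1 d and downregulation at 4 d and for all 4 counts over 50-fold.

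In Table 2, the paper's count for negative regulation of response to stimulus at 1 d is 11, against 20 here, and for negative regulation of cell migration at 1 d 7, against 12. Normexp correction with quantile normalization and the stricter filter were in range for both, and no other alternative set before the data were examined was. For positive regulation of cell migration at 4 d the paper's count is 13, against 21 here, with these 2 settings, both forms of the methods' t-test, only the arrays compared and the slide as a random block in range, and the rest of the alternatives set before the data were examined not.

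In Table S3 the paper's fold changes of Shh are 6.053 at 1 d and 4.486 at 7 d, against 9.43 and 6.79 here, and that of Itgal at 1 d is 2.52, against 3.83. Quantile normalization and the authors' values were in range for these 3, as were the authors' values with the methods' t-test, chosen after seeing the values (105 listed probes dropped), and the other alternatives set before the data were examined were not. For Apoe at 1 d the paper's fold change is 1.051, against −1.19 here, with both quantile normalizations, the authors' values and, chosen after seeing the values (105 listed probes dropped), the authors' values with the methods' t-test in range, and the other alternatives set before the data were examined not. For Nrep at 4 d the paper's table holds −2, against 1.02 here, and none of the alternatives came in range. The paper's own signals for this probe at 0 h and 4 d in Table S2 do not give −2 either, so the entry itself is in doubt.

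Some statements of the paper also differ from the results here. The paper describes Nrep and Apoe as upregulated at 4 d to 7 d. Of these, neither was called, with log2 changes of 0.03 and 0.31 for Nrep and 0.67 and 0.63 for Apoe. Apoe was called at 4, 7 and 14 d with the authors' values (1.13, 1.08 and 1.02) and at 4 d after normexp correction (1.14), and with the methods' t-test on the authors' values, chosen after seeing the values (105 listed probes dropped), at the same 3 days. No setting called Nrep upregulated at 4 d or 7 d. Of 6 genes of myelination that the paper calls downregulated, 5 were called on at least 1 day and Nab1 was not (0.06, −0.77, −0.98 and −0.82), and it was called at 7 d and 14 d with quantile normalization and the authors' values, at these days also with the methods' t-test on the authors' values, chosen after seeing the values (105 listed probes dropped), and at 7 d without SN 0 d replicate 2 (−1.10) or SN 7 d replicate 3 (−1.12). Ereg, named among the upregulated genes of cell proliferation, was not tested, since it was well above background on no array of 0, 1, 4, 7 or 14 d.

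The paper finds up- and downregulated genes nearly equal in number at 14 d, where 72.4% of the called probes were higher here. This share was 46.7% after normexp correction, 53.6% with quantile normalization, 53.3% with the authors' values and 51.7% with the authors' values and the methods' t-test, chosen after seeing the values (105 listed probes dropped). The paper places the most downregulated genes of the 2- to 10-fold class at 4 d, and here 7 d had more (2349 against 2312), while 4 d had more with the percentile over probes well above background (2183 against 2014), without a filter (2599 against 2541), with the stricter filter (2164 against 2159) and with the slide as a random block (2187 against 2167). It places the maximum for cell death at 4 d, while 42 probes of the list used here were called at both 4 d and 7 d. For the class of axon guidance and regeneration its text gives 7 d, although its Table 2 has the most axon regeneration genes before 1 d. Here the called probes of axon guidance were 13, 19, 20 and 22 and those of axon regeneration 5, 3, 4 and 4 at 1, 4, 7 and 14 d. These 3 lists hold only the key genes of Table S2.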

Other observations

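The tests of slides as a source of the receptor signal, of a receptor response confined to the nerve, of muscle tissue in SN 0 d replicate 1 as the source of all SN calls, of the scale of the arrays by quantile normalization, and of ganglion tissue by probes abundant in DRG were chosen only after the result was seen.

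The signal of the olfactory receptor probes follows the slide on which an array lies. Between arrays of 1 tissue and day after resection that lie on 2 slides, the median receptor signal differs by 0.7487 on the log2 scale on average (8 pairs, 0.54 to 0.99), and between those on the same slide by 0.17 (16 pairs). SN and DRG arrays of the same day after resection differ by 0.12 when they share a slide (12 pairs) and by 0.71 when they do not (24 pairs). A receptor response confined to the nerve is argued against, since on the 6 slides that hold both tissues after resection SN minus DRG is 0.0988 on average (SD 0.12, −0.06 to 0.25), while it is 0.33 on the slide shared at 0 d. At 0 d the median of DRG replicate 1 was −7.35, against −6.93 and −6.89 for the 2 replicates on another slide. In DRG, 259, 132, 187 and 414 receptor probes were also called higher at 1, 4, 7 and 14 d, against 492, 329, 398 and 347 in SN, and 0, 1, 0 and 0 lower, against 0, 4, 8 and 3.

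When the difference between the tissues was tested for 556 receptor probes, 33, 84, 25 and 8 changed more upward in SN and 4, 7, 23 and 37 more upward in DRG at 1, 4, 7 and 14 d. With the slide as a fixed block these were 1, 4, 1 and 5 against 16, 32, 44 and 23, but for DRG at 0 d this fit rests on replicate 1 alone, so these counts decide nothing. A difference between slides may make up part of the receptor signal after resection (0.7487 between slides). This is a hypothesis found and tested on the same arrays. In each group after resection that lay on 2 slides, the slide with the higher receptor signal also had the higher mean spike-in signal. Matched probes of no receptor followed the slide there too. In SN at 4 d the spike-ins were 3.2355 and 3.2368 on slide 4 and 2.8662 on slide 5. Within a tissue and day, the difference between slides is thus not confined to receptors, and the injury is argued against as its source. Between 0 d and the later days the spike-ins do not decide. On slide 2 the SN arrays of 0 d had spike-ins of 2.6778, 2.7631 and 2.6901, below every later array, as were their receptors. On slide 1, DRG 0 d replicates 2 and 3 had 4.011 and 3.7734, above every later array, with receptors below every later array. All 0 d arrays lie on slides of their own. For the receptor calls against 0 d, a response in both tissues cannot be told apart from a difference between 0 d and later slides. A response to the injury in nerve and ganglia stays open beside it.

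Dim probes in general rise after resection, and this was tested as a source of the receptor calls. Among probes of no receptor matched on their 0 d signal, 53.9, 41.3, 47.2 and 38.9% were called higher in SN at 1, 4, 7 and 14 d, against 74.8, 50, 60.5 and 52.7% of the receptor probes, and in none of 1000 matched draws were as many called. A shift of dim probes between arrays is thus argued against as the whole source, but matched probes come to a large part of the receptor share. After normexp background correction with quantile normalization 92, 18, 20 and 5 receptor probes were called higher. The background itself moved the other way. Relative to each array's 75th percentile, the negative control spots fell by 0.7527 from 0 d to 1 d in SN. At 4, 7 and 14 d they fell by 0.73, 0.61 and 0.49, and in DRG by 1.2, 1.4, 1.14 and 1.08 at 1, 4, 7 and 14 d. In SN part of this fall comes from a rise of that percentile. Without scaling, the raw mean of these spots in SN had a median over the arrays of 74.9 at 0 d. At 1, 4, 7 and 14 d it was 66.4, 62.4, 62.3 and 60.9. This argues against a rise of the background as the source. Of the receptor probes called higher in SN, 61.6, 58.7, 60.1 and 61.1% were well above background on no array of 0 d.

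The number of receptor calls by day was set beside the layout. The 3 arrays of a group lie on 1 slide for SN at 0, 1 and 7 d and for DRG at 4 and 14 d, and on 2 slides for the other groups. The median SD of the receptor probes is 0.14 to 0.27 in groups on 1 slide and 0.4787 to 0.69 in groups on 2 slides, while that of all tested probes is 0.10 to 0.18 and 0.11 to 0.17. In SN the days on 1 slide had more receptor calls (492 and 398 against 329 and 347), but in DRG 1 of the 2 days on 1 slide had the most and the other the fewest (414 and 132 against 259 and 187). An effect of the layout and one of the day cannot be told apart for the order of the days, because each day lies on 1 layout per tissue.

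The scale of the arrays may have changed between the scan of 0 d and the later scans, since the 10 spike-in probes changed by a median of 0.6526 from 0 d to 1 d in SN, with 5 of them moved over 2-fold. At 4, 7 and 14 d the median was 0.22, 0.20 and 0.0001, with 2 of 10 moved over 2-fold on each day, and in DRG −0.09, −0.62, −0.42 and −0.17. The spike-ins do not move as a set. As the source of all SN calls a change of scale is argued against, since quantile normalization, which gives all arrays 1 distribution, kept at least 64.3% of them the same way on each day (68.6, 75.6, 70.8 and 64.3%). It kept 87.5, 95.1, 92.8 and 91.7% of the lower calls and 65.1, 67.3, 62.6 and 53.9% of the higher ones. For the calls it lost, a change of scale and the response to resection cannot be told apart, as all 0 d arrays share a scan of their own, and a difference between scans of another kind stays open for calls that do not differ between SN and DRG, which share the scan of 0 d.

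Skeletal muscle genes vary between the nerve samples. The 7 muscle markers, all well above background on the 3 SN arrays of 0 d and none among the genes the study listed, had a mean normalized signal of 7.47 in SN 0 d replicate 1 against 3.40 and 3.87 in the others, with Mylpf at 8.48, 5.36 and 5.74 and Myh4 at 8.30, 4.57 and 5.19. Their range between replicates at SN 0 d, with a median of 4.12, lies at the percentile 99.6 among 1000 probes of like signal (median over the markers). At 1, 4, 7 and 14 d in SN it lies at the percentiles 99.5, 99.8, 99.9 and 99.6. Their mean change in SN was −0.70, −5.01, −3.74 and −0.95 at 1, 4, 7 and 14 d, with 0, 7, 7 and 0 of them called lower, and the 3 largest falls at 4 d are Myh4, Mybpc2 and Actn3. Muscle caught with some nerve samples may account for these muscle-related changes (99.6), as a hypothesis. As the source of all SN calls, muscle in SN 0 d replicate 1 is argued against, because without that array at least 88.8% of the probes called lower were still called lower on each day (88.8, 90.9, 89 and 90.1%), and 94.8, 92.8, 93.3 and 90% of those called higher. Leaving out that array does not take away the muscle signal of the other 0 d samples. Their means of 3.40 and 3.87 lie above those of the 4 d arrays (1.35, −1.25 and −0.41). Muscle in all 0 d samples was therefore not tested. A loss of muscle transcripts through the injury remains open and was not tested. In DRG the muscle markers changed by 1.26, 0.19, −0.83 and −0.39, with none called by limma.

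Of the 6 adipocyte markers 5 are on the array, 4 of them well above background in SN at 0 d and none picked by the study. Their mean change in SN was 0.15, −0.75, −0.60 and −0.67, with 0, 3, 2 and 3 called lower, and their range between replicates at SN 0 d lies at the percentile 97.9. In SN 0 d replicate 1 their mean was 1.24, against 0.62 and 0.30.

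The 9 markers of sensory neurons, all well above background in SN at 0 d and 3 of them among the study's genes, changed by a mean of −0.20, −0.78, −0.56 and −0.75 in SN, with 2, 3, 3 and 3 called lower and 1, 1, 1 and 2 called higher at 1, 4, 7 and 14 d. The falls of the 3 markers called lower at 4 d would need at least 0.481% of ganglion tissue at 0 d. Against the level this share would bring, the 100 probes most abundant in DRG over the later SN arrays differ by a median of −1.37, −1.43 and −1.0046 in the 3 samples of 0 d. These probes lie near the background in SN, with median signals of −7.02, −7.61 and −6.63, so ganglion or root tissue in some 0 d samples and a fall of axonal transcripts cannot be told apart for the markers called lower. The mean of all 9 markers was −2.92, −3.02 and −2.79 in the samples of 0 d, and the markers move both ways. In DRG the same markers changed by −0.22, −0.40, −0.34 and −0.41, with none called by limma. For the mean of all 9 markers, which fell in both tissues, a difference between the scan of 0 d and the later ones also stays open. The markers called lower in SN had a median change of −2.07, −2.25 and −2.39 at 1, 4 and 14 d, on scans that DRG shares. With none called in DRG, a scan difference common to both tissues is argued against as the whole source of these falls.

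The other marker lists were read the same way. Of the 6 markers of myelinating Schwann cells, all well above background in SN at 0 d and 3 listed by the study, 1, 4, 4 and 4 were called lower in SN (mean change −0.53, −1.31, −1.65 and −1.38), and none in DRG by limma (−0.14, −0.34, −0.55 and −0.45). Of 4 red blood cell markers 3 are on the array, none listed by the study, with a mean change of 1.06, −0.94, −1.02 and −0.55 in SN. The 5 macrophage markers, of which 4 are well above background at 0 d and 4 are listed by the study, rose by 2.22, 2.56, 2.12 and 1.56 and were all called higher on each day in SN. In DRG they rose by 0.56, 0.91, 1.25 and 1.05, with 1, 2, 2 and 2 called. The 5 T cell markers, 3 well above background at 0 d and 1 listed by the study, rose by 2.57, 4.09, 4.42 and 4.04 in SN, all called on each day, and in DRG by 0.09, 0.13, 1.06 and 1.54, with 0, 0, 3 and 3 called. The 4 markers of satellite glia, 2 of them well above background at SN 0 d and 1 listed by the study, changed by 0.21, 0.70, 0.82 and 0.54 in SN. No gene is shared between the lists.

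Among probes well above background on all arrays compared and with all 3 arrays beyond those of 0 d, the largest rises in SN were Vgf (log2 change 6.96), Cd8a (6.17) and Fosl1 (5.75) at 1 d, Calcb (7.04), Cd8a (6.66) and Gpr83 (5.64) at 4 d, Cd8a (6.23), Crabp1 (5.66) and Calcb (5.59) at 7 d, and Calcb (5.90), Ubd (5.05) and Cd8a (4.78) at 14 d. The largest falls were Kera (−4.15), Tnmd (−3.16) and Zbtb16 (−2.78) at 1 d, Myh4 (−6.34), Mybpc2 (−5.73) and Actn3 (−5.32) at 4 d, Myh4 (−4.80), Ckmt2 (−4.61) and Dhrs7c (−4.48) at 7 d, and Scd1 (−4.01), Robo3 (−3.84) and Vsnl1 (−3.78) at 14 d. Adjusted p lies between 1.16e-09 and 0.0134 for these. The call of Myh4 at 7 d was lost without SN 0 d replicate 1 (−3.66) or SN 7 d replicate 1 (−3.09) and with the slide as a random block. By the methods' t-test after adjustment Zbtb16 at 1 d, Mybpc2 and Actn3 at 4 d and Myh4, Ckmt2 and Dhrs7c at 7 d were not called, and at unadjusted p Myh4 and Ckmt2 at 7 d were not.

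In DRG the largest rises were Hamp (5.00), Atf3 (4.53) and Vip (4.45) at 1 d, Vip (8.03), Hamp (7.01) and Ucn (7.00) at 4 d, Vip (8.13), Ucn (7.05) and Hamp (6.55) at 7 d, and Vip (8.18), Ucn (6.51) and Csrp3 (6.01) at 14 d. None of these calls was lost under any alternative. The largest falls were Fam13a1 (−1.38), Onecut1 (−1.38) and Fam111a (−1.32) at 1 d, Glycam1 (−1.76), Cpn1 (−1.69) and Cyp11b3 (−1.68) at 4 d, Ckmt2 (−1.80), Penk1 (−1.76) and Cpn1 (−1.70) at 7 d, and Penk1 (−1.83), Dbp (−1.83) and Kcng1 (−1.66) at 14 d. Glycam1 at 4 d was not called without DRG 0 d replicate 2 (−1.38), DRG 0 d replicate 3 (−1.48) or DRG 4 d replicate 3 (−1.71), and Cyp11b3 at 4 d was not called without DRG 0 d replicate 3 (−0.83) or DRG 4 d replicate 1 (−1.66), 2 (−1.67) or 3 (−1.72). After normexp correction Fam111a at 1 d, Glycam1 at 4 d and Cpn1 at 4 d and 7 d were not called, and by the methods' t-test after adjustment Fam111a, Glycam1, Cpn1 at 4 d and Cyp11b3 were not (at unadjusted p Glycam1 and Cyp11b3). Adjusted p lies between 1.09e-10 and 0.0366 for all these DRG changes. On only the arrays compared, Glycam1 and Cyp11b3 were not called, nor was Cyp11b3 with the replicate block.

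The process lists also changed in DRG. At 7 d the inflammatory response list rose by 0.78 and the immune response list by 0.82 in DRG (adjusted p = 2.27e-06 and 7.99e-06 from fry), and the rise in SN was larger by 0.64 and 0.72 (adjusted p = 1.07e-04 and 2.12e-04). Axon guidance changed by 0.02 in DRG at 7 d (adjusted p = 0.594), and the difference from SN was 0.68 (adjusted p = 6.39e-10). Myelination fell by 0.28 in DRG at 7 d (adjusted p = 8.41e-04) and by 0.55 more in SN (adjusted p = 0.00186). At 14 d the changes of response to stimulus did not differ past the threshold (−0.03, adjusted p = 0.283), nor did those of inflammatory response (0.31, adjusted p = 0.0695), cell migration (0.12, adjusted p = 0.0695) and axon regeneration (0.22, adjusted p = 0.106). For the 9 process lists at 7 d in SN, the real split of the 6 arrays was alone in giving a mean change as large (1 of 10 splits), and since the share cannot fall under 0.1 with 3 arrays against 3, chance cannot be excluded by this count. The lists were picked in SN, which favours SN in this comparison.

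For 7 of the chemokines and receptors that the paper names for the hours after transection, 20 of 28 combinations of gene and day were called upregulated at 1 to 14 d. Cxcl1 (NM_030845, chromosome 14 from 18690468 to 18690527) and Ccr1 (NM_020542, chromosome 8 from 128694469 to 128694528) were called only at 1 d, with log2 changes of 3.06 and 1.56 (adjusted p = 3.48e-07 and 2.43e-05). Ccl2 (NM_031530, chromosome 10 from 70257919 to 70257978) and Ccl3 (NM_013025, chromosome 10 from 71744611 to 71744670) were called at all 4 days, with log2 changes of 3.74, 1.53, 1.88 and 1.22 and of 2.74, 1.83, 2.02 and 1.96. Ccl20 (NM_019233, chromosome 9 from 82443347 to 82443406), undetected at 0 d, was at least 14.2-, 4.00-, 2.64- and 3.44-fold higher, and normexp background correction with quantile normalization kept only its 1 d call. Cxcl2 (NM_053647, chromosome 14 from 18677236 to 18677295) and Ccl7 (NM_001007612, chromosome 10 from 70268674 to 70268733) changed by 5.07 and 3.11 at 1 d, by 1.59 and 1.29 at 4 d and by 1.45 and 1.59 at 7 d, and were not called at 14 d (0.92 and 0.86). Cxcl2 at 14 d would be called without SN 0 d replicate 1 (1.01) or replicate 3 (1.03) or without SN 14 d replicate 1 (1.05), Ccl7 at 14 d without SN 14 d replicate 2 (1.04), and Ccl7 at 4 d would not be called without SN 4 d replicate 3 (0.89). Cxcl2 at 7 d was not called after quantile normalization, with or without normexp correction, or with the authors' values, Cxcl2 at 4 d not after normexp correction, and Ccl7 at 4 d not by the methods' t-test after adjustment. Cxcl5 was not tested, with 1 array well above background at 1 d and none at the other days.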
